# Small heterodimer partner (SHP) aggravates ER stress in Parkinson’s disease-linked LRRK2 mutant astrocyte by regulating XBP1 SUMOylation

**DOI:** 10.1186/s12929-021-00747-1

**Published:** 2021-07-07

**Authors:** Jee Hoon Lee, Ji-hye Han, Eun-hye Joe, Ilo Jou

**Keywords:** Parkinson’s diseases, LRRK2, ER stress, Astrocytes, XBP1, SUMOylation, SHP, PIAS1

## Abstract

**Background:**

Endoplasmic reticulum (ER) stress is a common feature of Parkinson’s disease (PD), and several PD-related genes are responsible for ER dysfunction. Recent studies suggested LRRK2-G2019S, a pathogenic mutation in the PD-associated gene *LRRK2*, cause ER dysfunction, and could thereby contribute to the development of PD. It remains unclear, however, how mutant LRRK2 influence ER stress to control cellular outcome. In this study, we identified the mechanism by which LRRK2-G2019S accelerates ER stress and cell death in astrocytes.

**Methods:**

To investigate changes in ER stress response genes, we treated LRRK2-wild type and LRRK2-G2019S astrocytes with tunicamycin, an ER stress-inducing agent, and performed gene expression profiling with microarrays. The XBP1 SUMOylation and PIAS1 ubiquitination were performed using immunoprecipitation assay. The effect of astrocyte to neuronal survival were assessed by astrocytes-neuron coculture and slice culture systems. To provide in vivo proof-of-concept of our approach, we measured ER stress response in mouse brain.

**Results:**

Microarray gene expression profiling revealed that LRRK2-G2019S decreased signaling through XBP1, a key transcription factor of the ER stress response, while increasing the apoptotic ER stress response typified by PERK signaling. In LRRK2-G2019S astrocytes, the transcriptional activity of XBP1 was decreased by PIAS1-mediated SUMOylation. Intriguingly, LRRK2-GS stabilized PIAS1 by increasing the level of small heterodimer partner (SHP), a negative regulator of PIAS1 degradation, thereby promoting XBP1 SUMOylation. When SHP was depleted, XBP1 SUMOylation and cell death were reduced. In addition, we identified agents that can disrupt SHP-mediated XBP1 SUMOylation and may therefore have therapeutic activity in PD caused by the LRRK2-G2019S mutation.

**Conclusion:**

Our findings reveal a novel regulatory mechanism involving XBP1 in LRRK2-G2019S mutant astrocytes, and highlight the importance of the SHP/PIAS1/XBP1 axis in PD models. These findings provide important insight into the basis of the correlation between mutant LRRK2 and pathophysiological ER stress in PD, and suggest a plausible model that explains this connection.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12929-021-00747-1.

## Background

Parkinson’s disease (PD), the second most common age-related neurodegenerative disease, is associated with the appearance of several motor symptoms, including rigidity, resting tremor, bradykinesia, and postural instability [9]. The pathological hallmarks underlying the clinical phenotypes are triggered by the loss of dopaminergic neurons in the substantia nigra pars compacta (SNpc) [8]. Recent studies suggest that non-neuronal cells such as astrocytes can contribute to neurodegeneration through various pathways [10, 49]. This suggests that astrocytes play critical roles in neuronal dysfunction, and that the interplay between astrocytes and neurons could provide insights into the mechanisms underlying neuronal dysfunction and death in PD [4]. Despite this, there have been few studies into the function in PD.

Studies of the human PD brain have revealed several perturbations in cellular homeostasis associated with PD, including alterations in mitophagy, calcium regulation, energy metabolism, redox balance, and endoplasmic reticulum (ER) stress [32]. The ER provides the environment for the folding and post-translational modification of all secreted proteins in eukaryotic cells. When demand exceeds capacity, unfolded proteins accumulate in the ER lumen, causing ER stress. This stress, in turn, activates three ER-transmembrane unfolded protein response (UPR) sensors, IRE1, PERK and ATF6, which transduce signals to decrease protein translational load while increasing ER folding capacity. One of the sensors, IRE1, activates the transcription factor XBP1 to induce genes that facilitate protein folding and removal of unfolded proteins by ER-associated degradation (ERAD), including some that encode ER chaperones [14, 42, 45, 54]. Active IRE1 can also cleave ER-localized mRNAs in a process known as regulated IRE1-dependent decay (RIDD), which further decreases ER translational load and helps to restore homeostasis [16]. However, if stress persists, the cell undergoes apoptosis. Another UPR sensor, PERK, drives apoptotic cell death through ATF4-dependent induction of the transcription factor CHOP, which induces expression of caspases [38]. PERK and IRE1 signaling are critical for cell fate determination during ER stress. Under irremediable ER stress, PERK apoptotic function predominates, while signaling mediated by IRE1/XBP1 is attenuated by an unknown mechanism. Although there are few studies the UPR activation in astrocytes can modulate pathogenesis of neurodegenerative disease [24, 48, 55], these UPR signaling activation pattern in astrocytes during diseases and how this impacts on pathogenesis remain unclear.

Recent studies suggest that several PD-related genes are responsible for ER dysfunction [30, 31]. A major genetic form of PD is caused by a mutation in LRRK2 [33, 61]. The Gly2019Ser (G2019S) mutation is the most common LRRK2 mutation and, as such, one of the most common causes of PD [28]. Studies in *Caenorhabditis elegans* have demonstrated that LRRK2 is critical for preventing ER stress and dopaminergic neuronal death [44, 59]. In addition, we previously suggested that the LRRK2-G2019S mutation impairs ER Ca^2+^ homeostasis, which determines cell survival, and could thereby contribute to the development of PD [24]. Despite these advances in our understanding, the contribution of ER stress to the pathogenic manifestations of mutant LRRK2 remain largely unknown.

In this study, we identified the mechanism by which LRRK2-G2019S accelerates ER stress and cell death in astrocytes. Gene expression profiling of LRRK2-G2019S astrocytes revealed that expression of XBP1 target genes decreased, whereas expression of PERK-induced apoptotic genes increased. LRRK2-G2019S negatively regulated XBP1 transcriptional activity by promoting PIAS1-mediated SUMOylation of XBP1, but did not affect phosphorylation and oligomerization of IRE1. LRRK2-G2019S increased expression of small heterodimer partner (SHP), an orphan nuclear receptor, thereby stabilizing the PIAS1 protein and promoting XBP1 SUMOylation. When SHP was depleted, XBP1 SUMOylation and cell death were reduced. In addition, we identified agents that can disrupt SHP-mediated XBP1 SUMOylation and may therefore have therapeutic activity in PD caused by the LRRK2-GS mutation.

## Materials and methods

### Animals

G2019S-*LRRK2*-Tg and wild type-*LRRK2*-Tg FVB mice were purchased from Jackson Laboratory (Bar Harbor, ME, USA). Wild type-*LRRK2*-Tg and G2019S-*LRRK2*-Tg heterozygous mice were prepared by crossing non-Tg mice with each type of *LRRK2*-Tg mice, respectively. Genotyping was carried according to the vendor’s instructions. All animal procedures were approved by the Ajou University Institutional Animal Experimentation Committee (AMC-119).

### Stereotaxic injection and tissue preparation

The wild type-*LRRK2*-Tg and G2019S-*LRRK2*-Tg (8-week-old) were anesthetized by i.p. injection of 2.5% avertin and positioned in a stereotaxic apparatus (David Kopf Instruments, USA). Tunicamycin (1 μg/μl) in 1 μl saline was unilaterally administered into the cortex (AP, + 1.0 mm; ML, + 1.6 mm; DV, − 1.2 mm from bregma), according to the atlas of Paxinos and Watson [35]. All animals were injected using a Hamilton syringe equipped with a 33-gauge blunt needle attached to a syringe pump (KD Scientific, USA). Tunicamycin was infused at a rate of 0.4 μl/min. After injection, the needle was held in place for an additional 5 min before removal. DMSO-injected cortexes were used as controls. We collected data from 4 to 5 animals for each insult.

For immunohistochemistry, mice were anesthetized and transcardially perfused with saline solution containing 0.9% sodium chloride, 0.5% sodium nitrate and heparin (10 U/ml), followed by 10% formalin in 0.1 M phosphate buffer (pH 7.2) for tissue fixation. Brains were separated and post-fixed overnight at 4 °C in 4% paraformaldehyde. Fixed brains were stored at 4 °C in a 30% sucrose solution until they sank. The separate series of 12-μm coronal brain sections were obtained using a sliding microtome (Microm, Germany) and stored in antifreeze stock solution (phosphate buffer pH 7.2 containing 30% glycerol, 30% ethylene glycol) at 4 °C before use.

### Immunofluorescence

Brain sections were blocked in 1% bovine serum albumen (BSA) with 0.2% Triton X-100, before being incubated overnight at 4 °C with mouse anti-CHOP diluted in 1% BSA with 0.2% Triton X-100 in PBS. Sections were washed in PBS before being incubated with secondary antibody. Sections were washed in PBS, then mounted with Vectashield medium containing DAPI (Vector Laboratories, Burlingame, CA, USA).

Astrocytes and neurons isolated from LRRK2-WT and LRRK2-GS mice were treated with tunicamycin (0.2 μg/ml) and then fixed with 4% paraformaldehyde and then permeabilized with 0.25% triton for 10 min. Cells were washed three times in PBS and blocked with 1% BSA for 1 h. Cells were incubated with primary antibodies overnight at 4 °C. Washed cells were incubated with fluorescent secondary antibody (Invitrogen) for 1 h at room temperature. Cover slips were mounted with Vectashield medium containing DAPI and viewed on confocal microscope confocal microscope (TCS, DMi8; Leica, Germany).

### Cell culture

Primary astrocytes were cultured from the cerebral cortices of 1-d-old wild type-*LRRK2*-Tg and G2019S-*LRRK2*-Tg heterozygous mice. Briefly, cortices were triturated into single cells in Dulbecco’s modified Eagle’s medium (DMEM; Sigma-Aldrich, St. Louis, MO, USA) containing 10% (v/v) fetal bovine serum (FBS; Hyclone, South Logan, UT, USA), plated into 75 cm^2^ T-flasks, and incubated for 2 week. Following removal of microglia, primary astrocytes were enzymatically dissociated with trypsin (Sigma) for 5 min at 37 °C in a humidified 5% CO_2_, 95% air chamber. Trypsinization was quenched by adding astrocyte culture medium and centrifuged (~ 200*g*) for 5 min. Microglia and meningeal cells were depleted by incubating astrocytes with serum-free DMEM for 2 d before use. The cell populations obtained consisted of more than 95% authentic astrocytes, as determined using the astrocyte marker GFAP (glial fibrillary acidic protein) immunofluorescence.

Primary neurons were cultured from embryonic mouse cortices (E17). Briefly, cortices were dissected in Hank’s Buffered Salt Solution (HBSS; Gibco, Carlsbad, CA, USA) supplemented with HEPES (10 mM, pH 7.4). Tissues were gently triturate with the fire-polished Pasteur pipette dissociated cells were plated in poly-d-lysine (1 mg/ml)-coated 6-well plate (3 × 10^5^ cells/well) or 12-mm cover glasses (1 × 10^4^ cells) in Neurobasal medium containing B27 (2%), sodium pyruvate (1%), penicillin/streptomycin (1%), and GlutaMax (1%) (all supplements were from Gibco). Cells were incubated for 10 d and then challenged with tunicamycin for 3–48 h. For co-culture with astrocytes, cortical neurons were seeded on LRRK2-WT or LRRK2-GS astrocyte monolayers for 10 d, then treated with tunicamycin (Sigma) for 24–48 h and assayed by immunocytochemistry.

### Organotypic brain slice culture

Organotypic brain slice cultures were prepared from postnatal day 7 LRRK2-WT and LRRK2-GS mice. Mice were anesthetized, and cortices were dissected and coronally sectioned (250 μm) using a McIlwain tissue chopper (Mickle Laboratory Engineering, UK). Slices were mounted on Millicell cell culture inserts (0.4 μm pore size, 30 mm diameter; Millipore, Burlington, MA, USA). Culture medium (50% minimal essential medium [MEM] containing 25% HBSS, 25% heat-inactivated horse serum, 0.5% glucose, 1 mM l-glutamine) was changed every 2–3 d. Slices were treated with tunicamycin (0.5 μg/ml) after 7 d in culture.

### Gene expression profiling analysis

The astrocytes from LRRK2-WT and LRRK2-GS mice were stimulated with tunicamycin (0.2 μg/ml) and total RNA was extracted using RNAiso Plus (Takara, Japan) and purified on RNeasy columns (Qiagen, Germany). Complementary DNA (cDNA) was hybridized to each GeneChip^®^ Mouse 2.0 ST Array (Affymetrix, Santa Clara, CA, USA). Array data export processing and analysis were performed using Affymetrix GeneChip Command Consol^®^ software. Statistical significance of the expression data was determined using fold change and independent t tests, in which the null hypothesis was that there would be no difference among groups. The false discovery rate (FDR) was controlled by adjusting the P value using the Benjamini–Hochberg algorithm. The genes showing significant changes (> 1.5-fold or < 1.5-fold; FDR-adjusted P ≤ 0.05) was listed. The list of significant probes was determined by gene enrichment and functional annotation analysis using Gene Ontology software (http://geneontology.org/). Sequencing and statistical analysis were conducted by Macrogen Inc. (Korea). Microarray data have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) under Accession number GSE139579.

### Plasmid constructs

Plasmid DNA for Myc-tagged mouse SHP and Myc-tagged mouse XBP1s was purchased from Origene (Rockville, MD, USA). To construct the plasmid encoding the luciferase gene driven by XBP1-binding sites, a synthetic oligonucleotide containing four XBP1-binding sites, 5ʹ- aagctagccgcgTGGA*GCCACGT*TACATGGA*GCCACGT*TACATGGA*GCCACGT*TACATGGA*GCCACGT*TACAaagctttt-3ʹ (italicized sequences represent the XBP1-binding sites), was digested with NheI/HindIII and the ligated into the pGL3 vector. Site-directed mutagenesis to generate XBP1s mutants was performed using Quick Change Site-Directed Mutagenesis Kit (Stratagene, La Jolla, CA) according to the manufacturer’s instructions. The correct introduction of the mutants was confirmed by DNA sequencing. All primers used in mutagenesis are listed Additional file 1: Table S2.

### Luciferase reporter assay

Astrocytes isolated from LRRK2-WT or LRRK2-GS mice were transfected with expression plasmids by Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA). The cells were incubated for 24 h before luciferase was assayed using Dual-Luciferase Reporter Assay System (Promega, Madison, WI, USA). Renilla luciferase activity was used as a control.

### TUNEL assay

TUNEL assays were carried out using a commercial kit according to the manufacturer’s instructions (Invitrogen). Briefly, cells and proteinase K-treated organotypic slices were rinsed with phosphate-buffered saline (PBS), and then incubated in 1× equilibration buffer for 10 min. Thereafter, samples were incubated with terminal deoxynucleotidyl transferase (TdT) for 1 h at 37 °C, blocked with stop/wash buffer, and incubated with peroxidase antibody for 30 min at room temperature. The images were taken from layer 1 of the cortex in brain slices (n = 5 slices from 3 mouse) and the percentage of TUNEL-positive cells was determined in at least 10 optical fields.

### Live and dead assay

Live and dead assays were carried out using kinetic apoptosis kit according to the manufacturer’s instructions (Abcam, UK). Briefly, cells were treated with propidium iodide (PI) and Annexin XII based pSIVA (Polarity Sensitive Indicator of Viability & Apoptosis) probe for 10 min. Thereafter, fluorescence density was analyzed by confocal microscope and Cytation 5 Cell Imaging Multimode Reader (BioTek, Winooski, VT, USA). Use the green fluorescence filter set for pSIVA (excitation maximum 488 nm and emission maximum 530 nm) and a red fluorescence filter set for PI.

### Proximity Ligation Assay (PLA)

Fixed cells were stained with the indicated rabbit and mouse antibodies. Duolink-PLA (Olink Bioscience, Sweden) procedures were performed according to the manufacturer’s instructions. Each discrete red spot represents a protein–protein complex (radius < 40 nm). Micrographs from ten independent areas per group were analyzed.

### Chromatin immunoprecipitation (ChIP) assay

ChIP analysis was performed on astrocytes from LRRK2-WT and LRRK2-GS mouse using the Pierce™ Magnetic ChIP Kit (Thermo Fisher, Waltham, MA, USA) according to the manufacturer’s instructions. Briefly, cells were crosslinked with 1% (v/v) formaldehyde and then adducts were digested using micrococcal nuclease to get DNA fragments of 500–1000 bp. Supernatants were collected and immunoprecipitated with anti-XBP1 antibody overnight at 4 °C. The protein-bound, immunoprecipitated DNA was recovered, and qRT-PCR was performed using the primer pairs (Additional file 1: Table S2). Normalization was performed to input using the formula

$${\text{Input}}\% = 100/2^{{\left( {{\text{Ct}}\left[ {{\text{ChIP}}} \right] - {\text{Ct}}\left[ {{\text{Input}}} \right] - Log2\left( {{\text{Input Dilution Factor}}} \right)} \right)}} .$$

### Synthesis and transfection of siRNA

siRNA duplex oligonucleotides were chemically synthesized by Bioneer (Korea) and Santa Cruz (Santa Cruz, Dallas, TX, USA). Details of the siRNA sequences are described in Additional file 1: Table S3. Confluent astrocytes were transfected with siRNA oligonucleotides (50 μM) using Lipofectamine RNAiMax reagent (Invitrogen) according to the manufacturer’s instructions. All assays were performed at least 48 h after RNAi transfection.

### Immunoprecipitation of endogenous SUMOylated XBP1s

Astrocytes were co-transfected with siRNA targeting the 3ʹ-UTR region of XBP1s and Myc-tagged XBP1s-K276R or XBP1s-K298R. After 24 h, cells were treated with tunicamycin (0.2 μg/ml) for 24 h and then lysates were prepared using modified RIPA buffer containing 10 mM *N*-ethylmaleimide (NEM), a SUMO protease inhibitor. Lysates were immunoprecipitated using an XBP1s-conjugated magnetic beads (Invitrogen) and subjected to SDS-PAGE and Western blotting analysis. The SUMOylation of endogenous XBP1s was examined using an anti-XBP1s or anti-SUMO antibody.

### Western blotting

Cells were lysed with RIPA buffer (50 mM Tris–HCl pH 7.5, 150 mM NaCl, 1% Triton X-100, 1% sodium deoxycholate, 0.1% SDS, 2 mM EDTA pH 8.0) supplemented with a protease inhibitor cocktail (GenDEPOT, Barker, TX, USA) at 4 °C for 30 min. Samples were separated by SDS-PAGE and transferred to nitrocellulose membranes. Membranes were incubated with primary antibodies (Additional file 1: Table S4) and horseradish peroxidase (HRP)-conjugated secondary antibodies, and immunoreactive proteins were visualized using an enhanced chemiluminescence system (Ab Frontier, Korea).

### Real time quantitative reverse transcription-polymerase chain reaction (RT-qPCR) analysis

Total RNA was isolated using RNAiso Plus (TaKaRa, Japan), and cDNA was synthesized using avian myeloblastosis virus reverse transcriptase (New England Biolabs, Ipswich, MA, USA) and oligo (dT) primers (Promega), according to the manufacturers’ instructions. For qPCR, amplification reactions were performed using a Thermal Cycler Dice Real-Time System (TaKaRa) with SYBR Premix Ex Taq master mix (TaKaRa) according to the manufacturer’s instructions. The primers used for qPCR (Bioneer) are described in Additional file 1: Table S2.

### Statistical analysis

Prism 7.0 (GraphPad Software) was used for the statistical analyses. The significance of differences between groups was determined using unpaired two-tailed Student’s *t*-test or Kruskal–Wallis test followed by Dunn’s multiple comparisons test. A *p-*value of 0.05 was considered significant. Values are presented as means ± standard deviation (SD).

## Results

### XBP1 signaling is reduced in LRRK2-GS astrocytes

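LRRK2 is a kinase in which the G2019S mutation is linked to Parkinson's disease, and tunicamycin blocks N-linked glycosylation and so stresses the endoplasmic reticulum (ER). RNA of tunicamycin-treated primary mouse astrocytes was measured on 5 Affymetrix Mouse Gene ST arrays, 2 from cells of mice with a wild-type LRRK2 transgene (LRRK2-WT) and 3 from cells of mice with the G2019S form (LRRK2-GS). The methods and the sample labels give a dose of 0.2 μg/ml and the legend of Fig. 1 gives 0.1 μg/ml, while the paper gives a treatment of 24 h and the labels give 3 h. No array of untreated cells was analysed here, so every value compares the genotypes under stress and none measures the response to tunicamycin. The authors deposited log2 expression values for 33640 probe sets. The array software is named in the methods, but the normalization and the filter on the arrays are not given in the sources used here. The values were used as deposited. Their median was 3.26 in both LRRK2-WT arrays and 3.27 to 3.28 in the LRRK2-GS arrays. Exactly 1 gene symbol was paired with 23396 of the probe sets, which stand for 22059 genes and were tested. A further 1806 carried several symbols and 8438 carried none. Differences are LRRK2-GS minus LRRK2-WT on the log2 scale, tested with limma and adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p of at most 0.05 and over 1.5-fold, the thresholds of the methods. Across probe sets, Pearson's r between arrays was 0.986 to 0.994 within a genotype (4 pairs) and 0.988 to 0.992 between genotypes (6 pairs). The first principal component held 38.2% of the variance and mixed the genotypes, with LRRK2-GS arrays at both ends. On the second, with 25.3%, both LRRK2-WT arrays lay above the 3 LRRK2-GS arrays. Nothing in the paper or the labels says that the arrays are separate cultures, so p-values measure only the spread between these arrays, which may be technical, and the small number of arrays limits the precision.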

To investigate changes in UPR genes, LRRK2-wild type (LRRK2-WT) and LRRK2-G2019S (LRRK2-GS) astrocytes were treated with ER stressor tunicamycin (Tu) for 24 h and performed gene expression profiling with microarrays. We confirmed that LRRK2 is expressed in astrocytes at the same level in WT and GS animals and the high purity of astrocytes was confirmed by examining well described markers of CNS cell types (Additional file 1: Fig. S1A). 

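Lrrk2 had nearly the same array signal in both genotypes, close to background. Its probe set (17314260, gene on chromosome 15) read 3.45 ± 0.00 on the log2 scale in LRRK2-WT astrocytes (SD, n = 2 arrays) and 3.41 ± 0.08 in LRRK2-GS astrocytes (SD, n = 3). The difference was -0.04 (95% confidence interval -0.20 to 0.13, limma adjusted p = 0.876). Both means lie near 3.35, the background level taken from olfactory receptor probe sets, and LRRK2-GS array 3 (3.33) lies under it. The match therefore says little about Lrrk2 expression. Whether this probe set reads the transgene is not given in the sources used here. Of 20 astrocyte markers, 10 were higher and 10 were lower in LRRK2-GS, and none passed limma's test adjusted over all genes, adjusted over the list alone or at an unadjusted p under 0.05. As a group they did not pass limma's camera, a test of a gene list against all other genes (adjusted p = 0.787). Slc1a2, the main glutamate transporter of astrocytes and a gene of Table S1, read 4.80 ± 0.46 in LRRK2-WT (n = 2) and 4.19 ± 0.32 in LRRK2-GS (n = 3). The difference was -0.61, with -0.28 without LRRK2-WT array 1 and -0.94 without LRRK2-WT array 2. Given the bright hepatocyte transcripts described below, this difference cannot be assigned to astrocytes. Endothelial markers were lower as a group, 10 of 12 against 1 higher, with a median difference of -0.18 (camera adjusted p = 0.0182). That call was lost with an estimated correlation between genes (adjusted p = 0.822 with an estimated correlation), without LRRK2-WT array 1 (0.461) and without LRRK2-GS array 2 (0.103). Marker lists of microglia, oligodendrocytes and their precursors, neurons, fibroblasts, pericytes, ependymal cells and neural progenitors did not pass, with camera adjusted p between 0.0661 and 0.932, although the pericyte list, lower as a group, passed with array weights (0.0472) and without LRRK2-GS array 1 (0.0396) or LRRK2-GS array 3 (0.0210). Transcripts that textbooks place mainly in hepatocytes were bright in both genotypes. Alb, serum albumin, read 12.66 ± 0.05 in LRRK2-WT and 12.61 ± 0.06 in LRRK2-GS, and Apob, the apolipoprotein of liver lipoproteins, read 11.47 ± 0.00 and 11.46 ± 0.05. Of 107 measured hepatocyte markers, listed after some of these levels had been seen, 88 lay above the 90th percentile of tested probe sets (6.42) on every array. Of the 20 astrocyte markers, 6 are also expressed by hepatocytes. Of the other 14, 0 lay above that percentile and 6 had a mean above 3.35, the 95th percentile of 1090 olfactory receptor probe sets taken as background. Among them, Aqp4, the water channel of astrocyte endfeet, read 2.75 ± 0.12 in LRRK2-WT and 2.76 ± 0.14 in LRRK2-GS, and S100b read 2.07 ± 0.00 and 2.12 ± 0.09.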

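The largest differences between the LRRK2-GS and LRRK2-WT arrays were in genes of the sex chromosomes. Xist, the X-linked RNA that silences an X chromosome in female cells, read 8.29 ± 0.28 in LRRK2-WT (SD, n = 2 arrays) and 2.57 ± 0.14 in LRRK2-GS (n = 3), a difference of -5.73 (95% confidence interval -6.21 to -5.24). The Y-linked Eif2s3y read 2.17 ± 0.20 in LRRK2-WT and 6.41 ± 0.28 in LRRK2-GS, a difference of 4.24, and Uty (3.85) and Kdm5d (2.24), also on chromosome Y, were higher in all 3 LRRK2-GS arrays too. Among other genes higher in every LRRK2-GS array were the glutathione transferases Gstp1 (1.88) and Gstp2 (1.36), the NADPH oxidase Nox4 (1.71), the aldehyde dehydrogenases Aldh1a7 (1.65) and Aldh1a1 (1.39, interval 0.62 to 2.16), Ugdh (1.56), Aox1 (1.55), Cyp7b1 (1.54) and Ddit3 (1.34). Lower in every LRRK2-GS array were the ectonucleotidase Nt5e (-1.59), Arrdc3 (-1.50), the organic anion carrier Slco1a4 (-1.42), the carbonic anhydrase Car2 (-1.39), Trim24 (-1.35, interval -1.83 to -0.88), the glycosylation enzyme Alg6 (-1.31), Lhpp (-1.29), Ccnd1 (-1.25), Got1 (-1.17), Abcd2 (-1.15) and Cyp39a1 (-1.05). The difference of Ugdh was 0.93 without LRRK2-GS array 1, that of Cyp7b1 0.79 without LRRK2-GS array 3, that of Cyp39a1 -0.59 without LRRK2-WT array 2 and that of Arrdc3 -0.73 without LRRK2-WT array 1, -2.26 without LRRK2-WT array 2 and -0.94 without LRRK2-GS array 1. Gstp1, Nox4, Aox1 and Cyp7b1 belong to a list of genes male-biased in liver, of which 22 of 28 were higher, and Slco1a4, Trim24, Abcd2 and Cyp39a1 to a female-biased one, of which 26 of 30 were lower, both written after some of these values were seen. None of these genes passed limma's test over all probe sets, where Xist had the smallest adjusted p (0.207), followed by Eif2s3y (0.387) and Uty (0.519), with 0.826 for each of the others. All 4 sex-linked genes passed when adjusted over the list alone (4 of 4 measured).

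**Figure D1:**
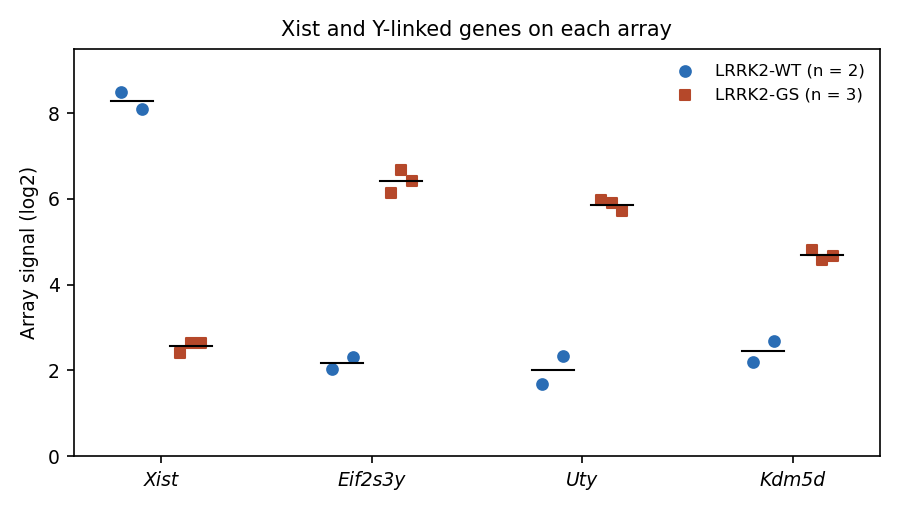
Log2 expression of Xist and of the Y-linked genes Eif2s3y, Uty and Kdm5d in the 2 LRRK2-WT and the 3 LRRK2-GS arrays, with each point an array and each bar the group's mean. Xist lies near 8.29 in LRRK2-WT and near 2.57 in LRRK2-GS, and the Y-linked genes run the opposite way.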

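With all 5 arrays, similar numbers of genes were over 1.5-fold higher and lower in LRRK2-GS, and which arrays were used changed the split. Over 1.5-fold, whatever the p, lay 224 of the tested probe sets, 107 higher and 117 lower, which stand for 221 genes. The count over 1.5-fold was 384 without LRRK2-WT array 1 (189 higher and 195 lower), 502 without LRRK2-WT array 2 (204 higher and 298 lower) and 461 without LRRK2-GS array 3 (179 higher and 282 lower), while without LRRK2-GS array 1, at 240, more were higher (132) than lower (108). In 133 of the 224, all 3 LRRK2-GS arrays lay beyond both LRRK2-WT arrays. Across all tested genes, 1755 probe sets (7.50%) had every LRRK2-GS array beyond both LRRK2-WT arrays, and chance alone would give 20%, although ties between arrays lower the observed share. limma called 0 genes at an adjusted p of at most 0.05. At an unadjusted p under 0.05 it gave 489 (264 higher and 225 lower), 58 of them over 1.5-fold. Evenly spread p-values would give 1170, which probe sets with tied or constant values do not follow. Other splits of the 5 arrays into 2 and 3, looked at after the result was seen, gave 335 to 977. The count of 489 therefore cannot be read as above or under chance. The methods' t-test gave 331 at an unadjusted p under 0.05, 33 of them over 1.5-fold, and 1 after Benjamini-Hochberg adjustment. That gene, Sorcs1, was named after its value was seen and had a difference of only 0.03. Without LRRK2-WT array 1, limma called 26 genes over 1.5-fold, and without LRRK2-WT array 2 it called 28. Xist, Eif2s3y, Uty and Kdm5d were the genes called in the same direction both times, while Klk1b24, named after its values were seen, was called in opposite directions (0.66 and -0.59).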

Analysis of filtered microarrays revealed that expression of 358 genes was altered in LRRK2-GS cells. The differentially regulated genes were subjected to Gene Ontology (GO) analysis. Bioinformatics resources revealed enrichment of several functional categories in the list of genes, including protein synthesis, transmembrane transport system, and, as expected, the UPR (Additional file 1: Table S1). 

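Genes that Table S1 places under transmembrane transporter activity were mostly lower on the LRRK2-GS arrays and genes of amino acid synthesis and translation were higher. Of the 10 measured genes of the transporter category, 9 were over 1.5-fold lower and 1 was higher. The category also holds genes that are not transporters by their names there, such as Agt, Avpr1a, Irs2 and Map2k6, all of them lower. Slc17a8, a vesicular glutamate transporter, had a difference of 0.83 (0.53 without LRRK2-WT array 1) and Ank, a pyrophosphate transporter, of -0.79. All 6 genes of amino acid synthesis and translation were over 1.5-fold higher, among them Psat1 of serine synthesis (0.65, but 0.35 without LRRK2-GS array 1). The leucyl-tRNA synthetase Lars read 1.89 and 3.00, both under the olfactory receptor level of 3.35, so that its difference of 1.11 (0.35 without LRRK2-WT array 2 and 1.86 without LRRK2-WT array 1) is not reliable. The study chose these genes on the same arrays, so their counts are not independent evidence of a direction. Of 13 measured lipid genes, 9 were over 1.5-fold lower and 4 higher, such as the pyruvate dehydrogenase kinase Pdk2 (-0.59) and the sterol carrier protein Scp2 (0.81). The 14 genes of cell death included 11 higher and 2 lower, and the angiotensin precursor Agt had a difference of -0.71 (-0.45 without LRRK2-WT array 2). The 4 Toll-like receptor, 7 TNF, 4 IL-1β and 4 glutathione genes were all higher, with Fos at 0.89 (0.46 without LRRK2-WT array 2), Il1b at 0.69, the glutamate-cysteine ligase subunit Gclc at 0.85 (0.43 without LRRK2-GS array 1) and Gstm4 at 0.60 (0.30 without LRRK2-GS array 1 and 0.92 without LRRK2-GS array 2). Errfi1 had a difference of 0.62, which was 0.04 without LRRK2-WT array 1 and 1.20 without LRRK2-WT array 2, where limma called it (adjusted p = 0.0488). Over the whole table, 51 of 53 measured genes were over 1.5-fold in the direction it gives. In limma 0 passed at an adjusted p of at most 0.05, against 8 at an unadjusted p of at most 0.05. Cytosolic aminoacyl-tRNA synthetases, which charge tRNAs for translation, were higher as a group, 15 of 18 with 3 lower and a median of 0.17 (camera adjusted p = 0.0182, and adjusted p = 0.822 with an estimated correlation). Examples are Yars (0.22), Mars1 (0.26, but 0.11 without LRRK2-WT array 1 and 0.41 without LRRK2-WT array 2) and Tars (0.32, but 0.19 without LRRK2-WT array 1), none of which passed limma's test. Of the 18, 3 are genes of Table S1 (Gars, Lars and Nars), and without the table's genes the list did not pass (adjusted p = 0.0501). The call held without LRRK2-GS array 3 (adjusted p = 0.000165) and was lost without LRRK2-WT array 1 (0.461), LRRK2-WT array 2 (0.0858), LRRK2-GS array 1 (0.366) or LRRK2-GS array 2 (0.103). Translation factors (16 higher and 20 lower of 37, adjusted p = 0.787), ribosomal proteins (36 higher and 22 lower, adjusted p = 0.218), amino acid transporters (5 higher and 3 lower, adjusted p = 0.612) and astrocyte membrane transporters (12 higher and 7 lower of 20, adjusted p = 0.787) did not pass the same test. Ribosomal proteins passed, as higher, after quantile normalization (0.0127) and cyclic loess (0.0109) and without LRRK2-WT array 2 (0.0365) or LRRK2-GS array 3 (1.18e-05), and lay lower without LRRK2-WT array 1 (0.986). Translation factors passed, as higher, without LRRK2-GS array 3 (0.0262). The groups compared also differ in Xist (-5.73) and in the Y-linked Eif2s3y (4.24). Since hepatocyte transcripts such as Alb (12.66 in LRRK2-WT and 12.61 in LRRK2-GS) were bright in both groups, these differences cannot be assigned to astrocytes.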

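Genes downstream of the ER stress sensor PERK were more often higher than lower on the LRRK2-GS arrays. Genes downstream of the sensor IRE1 and its transcription factor XBP1 were more often lower. Of 34 measured targets of PERK, ATF4 and CHOP, 23 were higher and 10 lower, with a median difference of 0.10. In 5 of them every LRRK2-GS array lay above both LRRK2-WT arrays, which chance gives for 10% of genes without ties and which 879 of the 23396 tested probe sets show. Examples are Mthfd2, a mitochondrial folate enzyme, at 3.67 ± 0.03 in LRRK2-WT (SD, n = 2) and 4.48 ± 0.23 in LRRK2-GS (n = 3), a difference of 0.81 (95% confidence interval 0.34 to 1.27), and the calcineurin regulator Rcan1 at 0.58. Of 61 measured IRE1/XBP1 targets, 22 were higher and 39 lower, with a median of -0.06. In 6 of them every LRRK2-GS array lay below both LRRK2-WT arrays, as in 876 of all tested probe sets, and in 1 above. They include the translocon subunit Sec61b (-0.15) and the disulfide isomerase Pdia3 (-0.68) on the lower side and Arfgap3 of Golgi transport (0.36) on the higher side. Sec61b read 3.50 in LRRK2-WT and 3.35 in LRRK2-GS, near the olfactory receptor level of 3.35, so its difference is not reliable. The PERK list did not pass limma's camera at a preset correlation (p = 0.0185, adjusted p = 0.0741), nor with an estimated one (adjusted p = 0.822 with an estimated correlation). The IRE1/XBP1 list passed at the preset correlation (p = 0.00841, adjusted p = 0.0427) and did not pass with an estimated one (adjusted p = 0.848 with an estimated correlation). limma's test called 0 members of either list, adjusted over all genes or over the list alone. At an unadjusted p under 0.05 it gave 1 PERK target and 2 IRE1/XBP1 targets. After quantile normalization the adjusted p was 0.0121 for the PERK list and 0.695 for the IRE1/XBP1 list, and cyclic loess gave 0.0179 and 0.305, while without the genes of Table S1 it was 0.382 and 0.118. Without LRRK2-WT array 1 the PERK list turned lower (0.986) and the IRE1/XBP1 call was lost (0.461), without LRRK2-WT array 2 the values were 0.0284 and 0.239, and without LRRK2-GS array 3 they were 0.0210 and 0.430, with the IRE1/XBP1 list higher. Dnajb9 (-0.60), Pdia3 (-0.68, but -0.42 without LRRK2-WT array 1) and Pdia5 (-0.77) held the same 5 values as the unrelated genes Per3, Tbx3 and S1pr1, and without these 3 the IRE1/XBP1 call was lost (adjusted p = 0.0878, a test chosen after the result was seen). Xist (-5.73) and Eif2s3y (4.24) separated the same arrays. Hepatocyte transcripts such as Alb (12.66 in LRRK2-WT and 12.61 in LRRK2-GS) were among the brightest on all 5, so these shifts cannot be assigned to astrocytes.

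**Figure D2:**
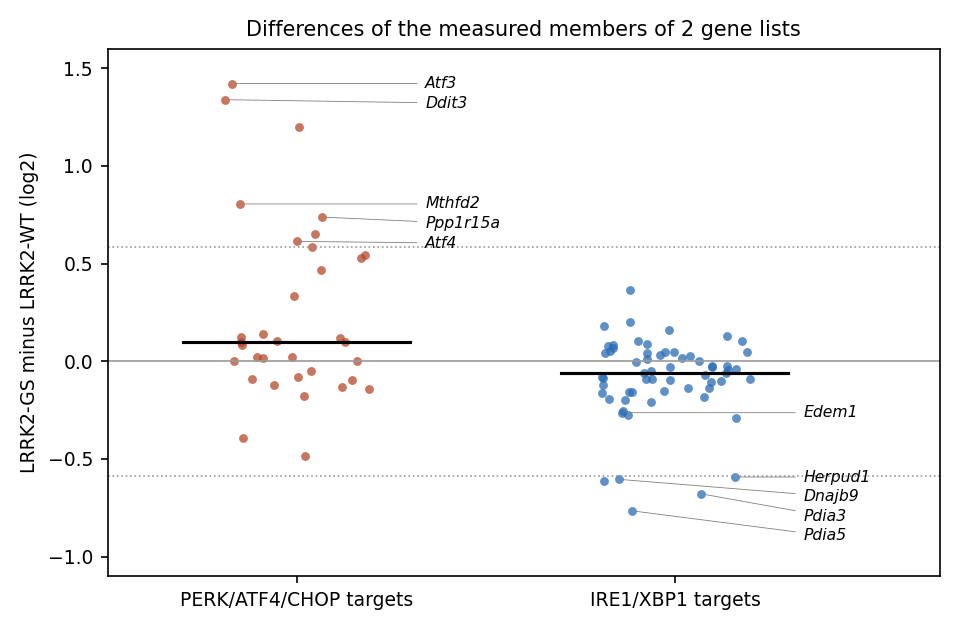
Difference between LRRK2-GS and LRRK2-WT (log2, y axis) of each measured member of the PERK/ATF4/CHOP list (34 genes) and the IRE1/XBP1 list (61 genes), with a point per gene, a bar at the list's median and dotted lines at 1.5-fold up and down. The medians lie at 0.10 and -0.06, and 7 PERK/ATF4/CHOP targets lie above the upper dotted line and 5 IRE1/XBP1 targets below the lower line.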

Intriguingly, comparison between the expression ratios for the UPR genes in the LRRK2-WT versus LRRK2-GS astrocytes revealed that expression of target genes from PERK/CHOP signaling was elevated, whereas expression of IRE1/XBP1 target genes was reduced, in LRRK2-GS astrocytes (Fig. 1A; Additional file 1: Fig. S1B). The microarray results were validated by qRT-PCR and western blotting for representative targets of PERK (*Atf4*, *Chop*, and *Bim*) and IRE1 (*Edem1*, *ERdj4*, *Herpud1*, and *Hrd1*) at each temporal points (Fig. 1B, C). Thus, PERK activity persisted, whereas IRE1 signaling was attenuated, in LRRK2-GS astrocytes. Because IRE1/XBP1 signaling positively regulates cell survival by adjusting protein-folding capacity, we investigated whether astrocyte death occurred in XBP1-knockdown cells. After introducing a siRNA targeting XBP1, we confirmed a reduction in expression of XBP1 target genes and protein, and an increase in expression of cell death markers (e.g., activation of caspase-12 and -3) and the proportion of TUNEL-positive cells. Overexpression of XBP1s, the active form of XBP1, in XBP1-knockdown cells abolished the increase in cell death, suggesting that IRE/XBP1 signaling is indispensable for astrocyte survival (Additional file 1: Fig. S1C, D). Based on our observation that IRE1/XBP1 signaling was reduced in LRRK2-GS astrocytes, we speculated that the rate of cell death would be elevated. To investigate the occurrence of apoptotic processes, we performed kinetic apoptosis assay using the pSIVA-IANBD polarity sensitive probe, which binds to phosphatidylserine exposed on the surface of apoptotic cells, and propidium iodide (PI), which selectively stains the nuclei of damaged cells. The data confirmed that the pSIVA/PI positive apoptotic cells was higher in LRRK2-GS vs. LRRK2-WT astrocytes (Fig. 1D). Taken together, these results confirm that IRE1/XBP1 signaling was reduced, and ER stress-mediated cell death was significantly elevated, in LRRK2-GS astrocytes.

**Fig. 1:**
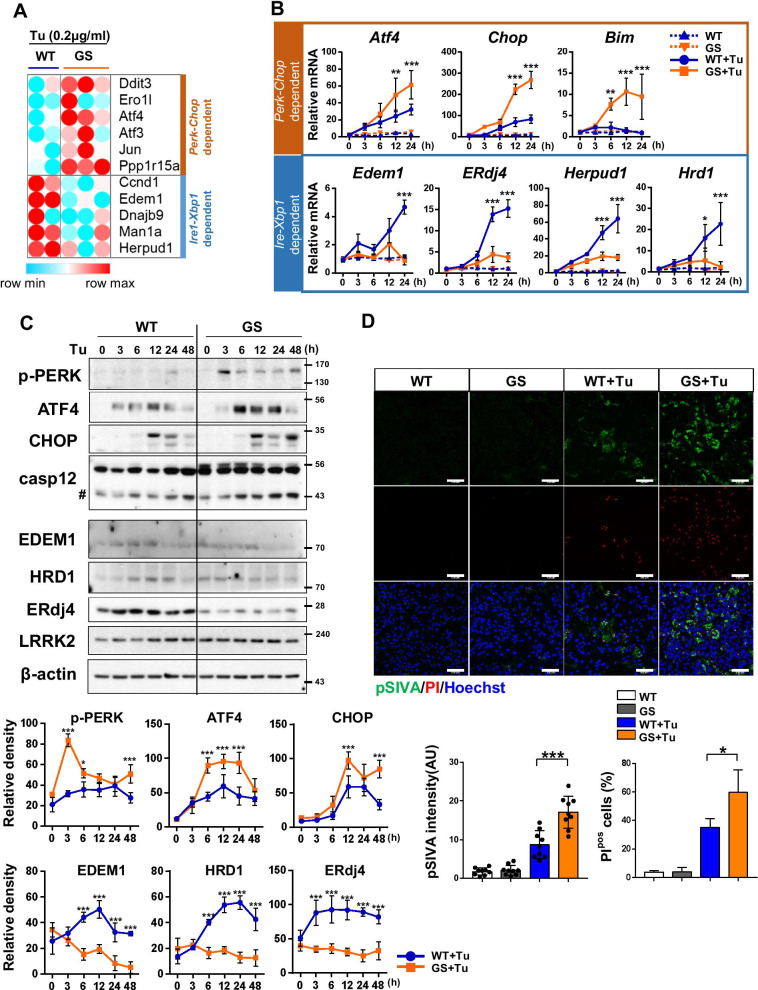
XBP1 signaling is attenuated in LRRK2-GS astrocytes. **A** DNA microarray analysis of LRRK2-WT (W) and -GS (G) astrocytes treated with 0.1 μg/ml tunicamycin (Tu) for 24 h. Heatmap showing ER stress-related genes differentially regulated in these samples (see Additional file 1: Fig. S1A, Table S1). **B**, **C** Astrocytes isolated from LRRK2-WT (WT) and -GS (GS) mice were treated with tunicamycin for indicated time points. Expression levels of the indicated mRNAs (**B**) and proteins (**C**) were analyzed by real-time qPCR and western blotting (WB), respectively. Crosshatching denotes cleaved caspase-12. Western blot band intensities were quantified using an Image J program (**C**, lower graph). Data are means ± SD of three independent experiments; **p < 0.01, ***p < 0.001. **D** LRRK2-WT and -GS astrocytes were treated with tunicamycin for 72 h. pSIVA + PI was added directly to the culture medium and cells were imaged (37 ℃, 5% CO_2_). Representative images and summary data showing apoptotic cells. Four fields of view per group of three independent experiments (n = 12). Scale bar, 100 μm. Data are means ± SD (*p < 0.05, **p < 0.01)

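Of the 11 genes of Fig. 1A, the targets assigned to PERK and CHOP were higher in LRRK2-GS and those assigned to IRE1 and XBP1 were lower. Ddit3, which encodes CHOP (probe set 17237978, chromosome 10), read 7.08 ± 1.02 in LRRK2-WT (SD, n = 2 arrays) and 8.42 ± 0.49 in LRRK2-GS (n = 3), a difference of 1.34. Atf4 on chromosome 15 read 6.67 ± 0.36 and 7.28 ± 0.23, a difference of 0.61. Edem1, which takes misfolded glycoproteins to degradation (chromosome 6), read 8.74 ± 0.00 in LRRK2-WT and 8.48 ± 0.09 in LRRK2-GS, a difference of -0.26 (95% confidence interval -0.45 to -0.08). That is 1.20-fold lower, under the 1.5-fold threshold, while Table S1 gives -1.500082 for Edem1. The stress transcription factors Atf3 (1.42) and Jun (0.60), the oxidase Ero1a (1.20) and the phosphatase subunit Ppp1r15a (0.74) were also higher. Cyclin D1, encoded by Ccnd1, had a difference of -1.25, the mannosidase Man1a of -0.73, the co-chaperone Dnajb9 (ERdj4) of -0.60 and Herpud1 of -0.59. All 3 LRRK2-GS arrays lay above both LRRK2-WT arrays for Atf4, Jun and Ddit3 and below both for Ccnd1 and Edem1. None of the 11 passed limma's test (adjusted p of 0.826 to 0.877). The study chose these genes on the same arrays. As Alb of hepatocytes was bright there (12.66 in LRRK2-WT and 12.61 in LRRK2-GS), the differences cannot be assigned to astrocytes. Leaving out 1 array turned the sign of Dnajb9 (0.34 without LRRK2-WT array 1), Herpud1 (0.18 without LRRK2-GS array 2) and Ppp1r15a (-0.02 without LRRK2-WT array 2). Without LRRK2-WT array 1 the difference was 0.62 for Ddit3, 0.36 for Atf4, 0.94 for Atf3 and 0.92 for Jun, and without LRRK2-WT array 2 it was 2.06 for Ddit3 and 0.28 for Jun. Ero1a was at 0.36 without LRRK2-GS array 1 and 1.82 without LRRK2-GS array 2, where Atf3 was at 0.90 and Man1a at -0.47. A second probe set of Ero1a had a difference of -0.01, and Dnajb9 held the same 5 values as the clock gene Per3. Of the 11 ratios in Table S1, 6 were not matched by these values within 0.001 on the log2 scale, such as Ero1a (1.532051 there, 2.296 here). From its own ratios the paper states that targets of PERK/CHOP signaling were elevated and targets of IRE1/XBP1 signaling were reduced in LRRK2-GS astrocytes. With qRT-PCR and western blots of representative targets (Fig. 1B, C), it concludes that PERK activity persisted while IRE1 signaling was attenuated.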

### Transcriptional activity of XBP1 is reduced in LRRK2-GS astrocytes

Next, we sought to determine the mechanism underlying attenuation of IRE1/XBP1 signaling in LRRK2-GS astrocytes. IRE1 autophosphorylation augments further oligomerization of the protein, which cooperatively stimulates its RNase module [21]. Hence, we first investigated whether IRE1 phosphorylation and oligomerization were reduced in LRRK2-GS astrocytes. In both LRRK2-WT and -GS astrocytes, IRE1 phosphorylation was induced by tunicamycin treatment, and we observed no difference between LRRK2-WT and -GS in the induction of pIRE1-containing oligomers by ER stress (Fig. 2A). Because IRE1 activation initiates splicing of XBP1 mRNA, we investigated whether splicing of XBP1 mRNA was altered in LRRK2-GS astrocytes. The translational frame-shift that converts unspliced XBP1 (XBP1u: inactivate) into spliced XBP1 (XBP1s: active) was observed in both LRRK2-WT and -GS cells under ER stress (Fig. 2B). Moreover, nuclear translocation of XBP1s was also observed in both wild-type and mutant cells (Fig. 2C), suggesting that the effect of LRRK2-GS on expression of XBP1 target genes is not because of the differences in IRE1 activation, splicing of XBP1 mRNA, or even nuclear translocation of XBP1 protein. Therefore, we hypothesized that transcriptional activity of XBP1s in the nucleus was somehow defective.

**Fig. 2:**
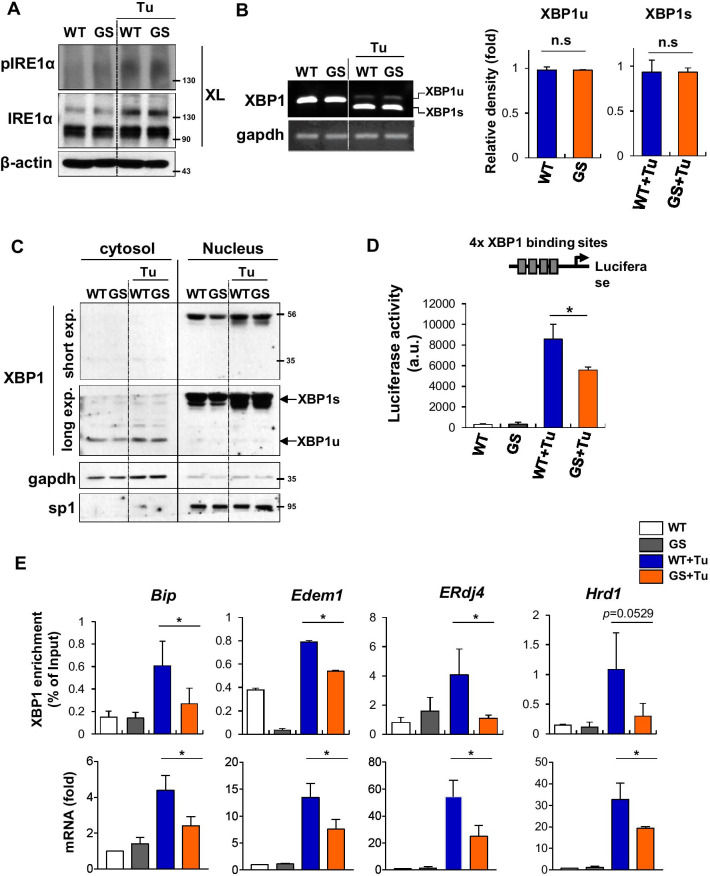
Transcriptional activity of XBP1 is reduced in LRRK2-GS astrocytes. **A** LRRK2-WT and -GS astrocytes were treated with tunicamycin. Cell lysates were subjected to chemical crosslinking (XL) with disuccinimidyl suberate (DSS), to stabilize IRE1 oligomers, and were analyzed by WB. **B** XBP1 mRNA splicing was analyzed by RT-PCR using total RNA isolated from LRRK2-WT and -GS astrocytes. The ratio of XBP1 was quantified (right panel). **C** Western blot analysis of XBP1 in the cytosol and nuclear fractions of LRRK2-WT and -GS astrocytes. *Gapdh* and *Sp1* were used as cytosolic and nuclear loading controls, respectively. **D** Luciferase reporter assay in LRRK2-WT and -GS astrocytes. Luciferase gene expression was driven by a synthetic promoter consisting of four tandem XBP1-binding sites. Data are means ± SD of three independent experiments (*p < 0.05). **E** Cell lysates from LRRK2-WT and -GS astrocytes were immunoprecipitated with anti-XBP1. The XBP1-bound DNA was recovered, and qRT-PCR were performed for indicated genes promoter region (upper). Expression levels of the indicated mRNAs was analyzed by real-time qPCR (lower). Data are presented as means ± SD of four independent experiments (*p < 0.05)

To characterize the transcriptional activity of XBP1s, we transfected LRRK2-WT and -GS astrocytes with a luciferase reporter driven by a synthetic promoter containing four tandem XBP1-binding sites. The luciferase activity of XBP1s increased > 30-fold relative to control LRRK2-WT cells, but only 17-fold in LRRK2-GS (Fig. 2D). Moreover, ChIP assays revealed that less XBP1 was bound to its target genes in LRRK2-GS than in LRRK-WT astrocytes (Fig. 2E, upper). We also confirmed that expression of target genes of XBP1 was also decreased in LRRK2-GS astrocytes, comparing with LRRK2-WT (Fig. 2E, lower). Taken together, these findings indicate that LRRK2-GS negatively regulates the transcriptional activity of XBP1s in a manner that is independent of IRE1 activation.

### XBP1s SUMOylation is elevated in LRRK2-GS astrocytes

The activity of XBP1s is modulated by post-translational modification mediated by interactions with various partners. Phosphorylation by MAPK p38 improves nuclear translocation of XBP1, acetylation by p300 stabilizes the protein, and SUMOylation can attenuate its transcriptional activity [7, 23, 34, 56]. Given our observation that LRRK2-GS inhibited the transcriptional activity of XBP1s irrespective of its splicing and nuclear translocation, we hypothesized that the SUMOylation of XBP1s was elevated in LRRK2-GS astrocytes. To test that hypothesis, we performed immunoprecipitation assays on LRRK2-WT and LRRK2-GS astrocytes using anti-XBP1 antibody. The level of SUMOylation of XBP1 was higher in LRRK2-GS astrocytes than in LRRK2-WT cells. These SUMOylation event were abolished when SUMOylation site mutant of XBP1s (XBP1s-K276R) were introduced to the cells, whereas non-specific mutant XBP1s-K298R had no effect on XBP1s SUMOylation (Fig. 3A), consistent with previous reports [7]. In line with these results, expression level of CHOP and EDEM1 was changed depending on the status of XBP1 SUMOylation (Fig. 3A). Although PIAS2 E3 ligase was previously reported to interact with XBP1s and mediate SUMOylation of XBP1s [7], we observed that XBP1s in astrocytes interacted with PIAS1 rather than PIAS2, 3, and 4 (Additional file 1: Fig. S2A). Using siRNA targeting each PIAS, we confirmed that PIAS1 was fully responsible for SUMOylation of XBP1s in astrocytes (Additional file 1: Fig. S2B). Although other types of PIAS weakly interact with XBP1s, PIAS1 is the major SUMO E3 ligase for XBP1s in astrocytes. Hence, we investigated whether the XBP1s–PIAS1 interaction was altered in LRRK2-GS astrocytes. The immunoprecipitation data revealed that the XBP1s–PIAS1 interaction was stronger in LRRK2-GS than in LRRK2-WT astrocytes (Fig. 3B). In LRRK2-GS astrocytes transfected with PIAS1-specific siRNA, the XBP1s–SUMO interaction was diminished, and expression of XBP1 target proteins was elevated relative to the control (Fig. 3C). This result was further confirmed by proximity ligation assay (PLA), which detects proteins located within a radius of < 40 nm (Fig. 3D). Taken together, these results suggest that PIAS1 promotes XBP1s SUMOylation, thereby decreasing XBP1 transcriptional activity in LRRK2-GS astrocytes.

**Fig. 3:**
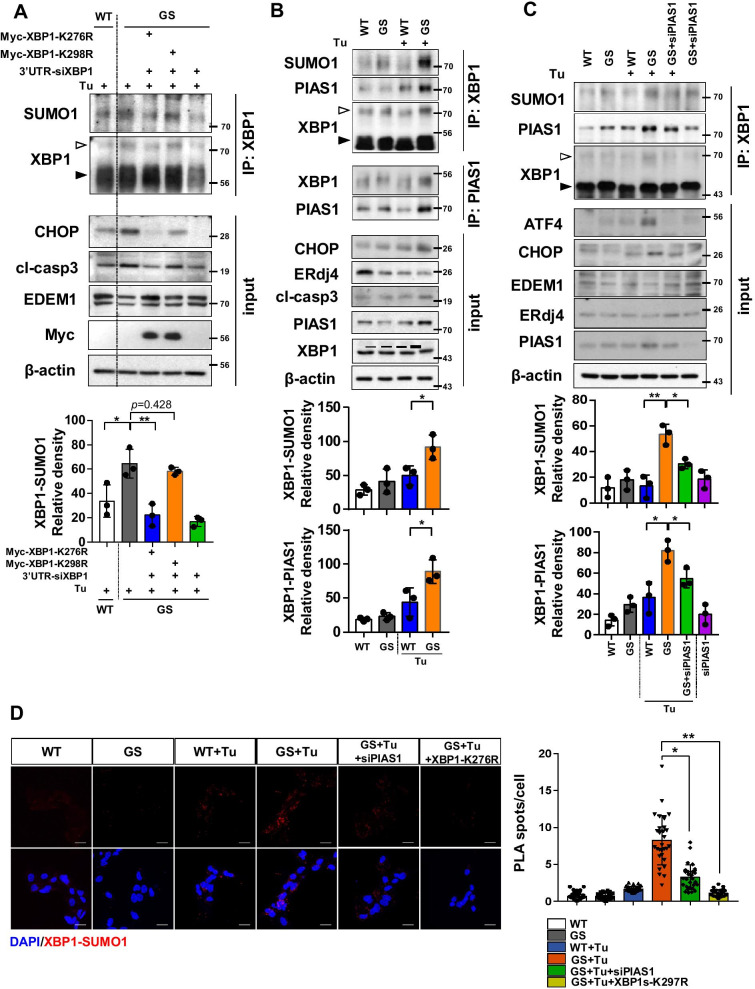
XBP1s SUMOylation increases in LRRK2-GS astrocytes. **A** Immunoprecipitation pulling down XBP1 in LRRK2-WT and -GS astrocytes co-transfected with different Myc-XBP1a mutant constructs and siRNA targeting 3ʹ-UTR region of XBP1s. SUMOylated XBP1 band intensity were quantified (lower graph). Data are means ± SD (*p < 0.05, **p < 0.01). **B** Astrocytes from LRRK2-WT and -GS were treated with tunicamycin and then subjected to immunoprecipitation with an antibody against XBP1 or PIAS1. SUMOylated XBP1 and XBP1-PIAS1 interacting band intensities were quantified (lower graph). Data are means ± SD (*p < 0.05). **C**, **D** LRRK2-WT and -GS astrocytes were transfected with PIAS1-specific siRNA (si-PIAS1) and then stimulated with tunicamycin. Protein interactions were assessed by immunoprecipitation with an antibody against XBP1 (**C**), and XBP1–SUMO1 interactions were detected using the PLA method (**D**). SUMOylated XBP1 and XBP1-PIAS1 interacting band intensity were quantified (lower graph). Data are means ± SD (*p < 0.05, **p < 0.01). PLA signals were quantified and displayed graphically as the average number of spots. Ten fields of view per group of three independent experiments (n = 30). Scale bar, 20 μm. Data are means ± SD (**p < 0.01). Open arrowhead denotes SUMOylated XBP1 and black arrowhead indicates non-modified XBP1. All band intensities were quantified using an Image J program

### SHP contributes to SUMOylation of XBP1s by increasing PIAS1 protein stability

Previously, we reported that SHP regulates the protein stability of PIAS1 in astrocytes by inhibiting binding of a PIAS1-specific E3 ubiquitin ligase, SIAH2 [25]. In addition, SHP actively inhibits ubiquitination of not only PIAS1 but TRAF6, a NF-κB upstream signaling molecule [60]. Thus, based on previous reports and our current results, we hypothesized that SHP plays a key role in XBP1s SUMOylation by stabilizing PIAS1 in LRRK2-GS astrocytes. To assess the stability of the PIAS1, we used a cycloheximide chasing assay. As expected, PIAS1 protein stability increased in LRRK2-GS astrocytes, although the transcript level was not altered (Fig. 4A; Additional file 1: Fig. S2C). We confirmed that there is no difference between LRRK2-WT and -GS in SHP protein stability (Additional file 1: Fig. S2D). Indeed, following tunicamycin treatment, SHP transcript and protein levels were higher in LRRK2-GS than in LRRK2-WT astrocytes (Fig. 4B, C), suggesting that up-regulation of SHP in LRRK2-GS astrocytes may be responsible for PIAS1 stabilization.

**Fig. 4:**
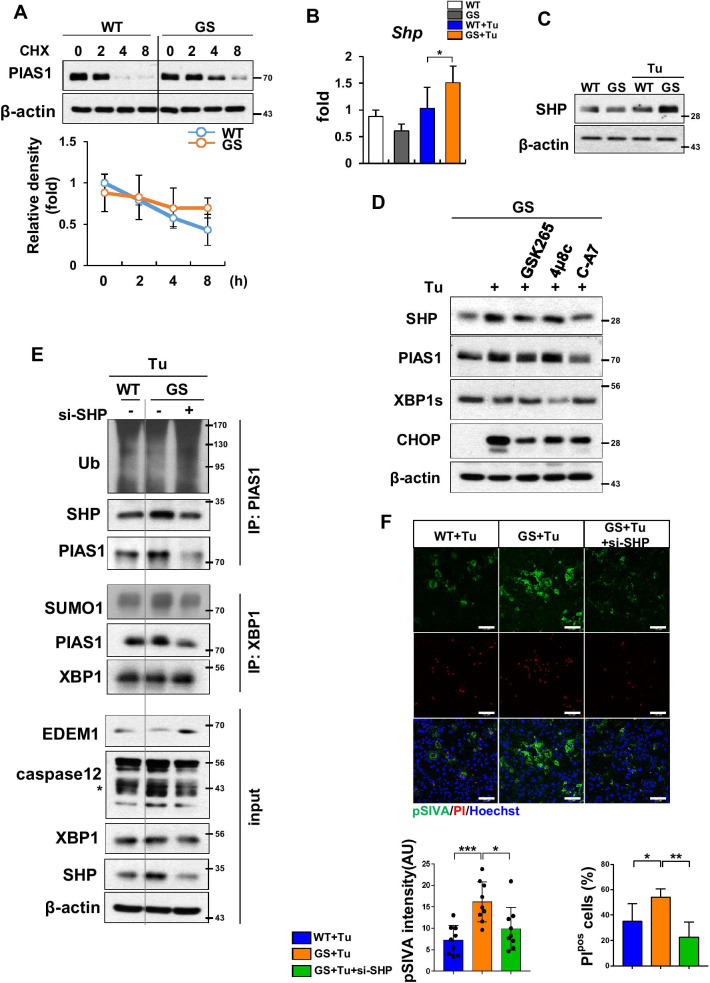
SHP regulates XBP1s SUMOylation through increasing PIAS1 protein stability. **A** Immunoblotting for PIAS1 in LRRK2-WT and -GS astrocytes treated with cycloheximide (CHX; 100 mg/ml) for up to 8 h. Data are means ± SD of three independent experiments (*p < 0.05). **B**, **C** Expression levels of SHP mRNA (**B**) and proteins (**C**) were assessed by real-time qPCR and WB, respectively. **D** LRRK2-GS astrocytes were treated with tunicamycin in the presence or absence of PERK kinase inhibitor (GSK2656157), IRE1 inhibitor (4μ8c), or ATF6 inhibitor (Ceapin-A7). Expression levels of indicated proteins were analyzed by WB. **E**, **F** LRRK2-WT and si-SHP–transfected LRRK2-GS astrocytes were treated with tunicamycin and then subjected to immunoprecipitation assay (**E**) or live/dead assay (**F**). Three fields of view per group of three independent experiments (n = 9). Scale bar, 100 μm. Data are means ± SD of three independent experiments (*p < 0.05, **p < 0.01)

Next, we sought to determine which form of UPR signaling was involved in SHP expression under ER stress. To this end, we measured SHP protein levels in LRRK2-GS astrocytes treated with an inhibitor of PERK (GSK2656157), IRE1 (4μ8c), or ATF6 (Ceapin-A7). The results revealed that ER stress-induced SHP expression in LRRK2-GS astrocytes was reduced by inhibition of ATF6 (Fig. 4D). As with ATF6 inhibition, siRNA depletion of ATF6, but not of PERK or IRE1, decreased SHP levels (Additional file 1: Fig. S2E). This result was consistent with the findings from a previous study that ATF6 increases SHP mRNA expression in INS-1 insulinoma cell line [46]. Finally, to further assess the function of SHP in PIAS1 stability, we assessed whether ubiquitination of PIAS1 was affected by SHP knockdown. The immunoprecipitation data indicated that SHP deficiency increased PIAS1 ubiquitination in LRRK2-GS astrocytes relative to the control group (Additional file 1: Fig. S2F), suggesting that up-regulation of SHP in LRRK2-GS affects PIAS1 protein stability.

Next, we investigated whether SHP participated in SUMOylation of XBP1s. The immunoprecipitation data revealed that the absence of SHP increased ubiquitination of PIAS1 and decreased SUMOylation of XBP1s in LRRK2-GS cells (Fig. 4E). This effect of SHP on XBP1 SUMOylation was confirmed by the PLA method (Additional file 1: Fig. S2G). To define the biological consequences of SHP, we performed kinetic apoptosis assay. Apoptotic cells were frequent in LRRK2-GS astrocytes transfected with a control siRNA, but were scarce among si-SHP-transfected LRRK2-GS astrocytes (Fig. 4F). Taken together, these results suggested that elevated levels of SHP in LRRK2-GS affect PIAS1 protein stability, leading to XBP1 SUMOylation.

### LRRK2-GS astrocytes cause death of cortical neurons

Among the cells of the brain, astrocytes perform a variety of maintenance and regulatory functions such as regulation of glutamatergic signaling, maintenance of metabolites and extracellular ions, synaptic maintenance, and structural support [40]. Recent studies of PD-associated mutations revealed that the affected genes play functional roles in astrocyte biology, and that in several cases, the mutant phenotypes are detrimental to the surrounding neurons. We previously suggested that ER stress-induced death of LRRK2-GS astrocytes aggravates neuronal damage, and that the functions of LRRK2-GS in neurons and astrocytes differ with respect to ER stress [24]. In this study, as in our previous report, we observed no difference between LRRK2-WT and -GS neurons in expression of PERK-dependent apoptotic proteins or XBP1-induced proteins. Moreover, the expression levels of SHP were comparable in LRRK2-WT and -GS (Fig. 5A; Additional file 1: Fig. S3A). Therefore, we hypothesized that cell death due to XBP1 dysfunction in LRRK2-GS astrocytes affects neuronal survival. To determine whether LRRK2-GS astrocytes are involved in the dysfunction and loss of cortical neurons, we used a co-culture system in which LRRK2-WT or LRRK2-GS cortical neurons were directly plated onto a feeder layer of LRRK2-WT or LRRK2-GS astrocytes (Additional file 1: Fig. S3B). In LRRK2-WT as well as LRRK2-GS neurons plated on LRRK2-GS astrocytes, tunicamycin treatment decreased the abundance of MAP2 + neurons whereas there is no changes in GFAP + astrocytes (Fig. 5B; Additional file 1: Fig. S3C). Moreover, the percentage of MAP2 + neurons was reduced, whereas TUNEL-positive cells were more abundant, in brain slices from LRRK2-GS mice (Fig. 5C). When expression of SHP was depleted in LRRK2-GS cells by siRNA transfection, the frequency of cell death among neurons and astrocytes was reduced (Fig. 5B, C). In control experiments in primary neuron only, we confirmed that there is no difference between LRRK2-WT and -GS neuron in abundance of MAP2 + neuron (Additional file 1: Fig. S3D). These results confirm that the functions of LRRK2-GS in neurons and astrocytes differ with respect to ER stress. Specifically, neuronal damage and death in LRRK2-GS mice reflect the effects of abnormal astrocytes, rather than a direct effect of LRRK2-GS on neurons.

**Fig. 5:**
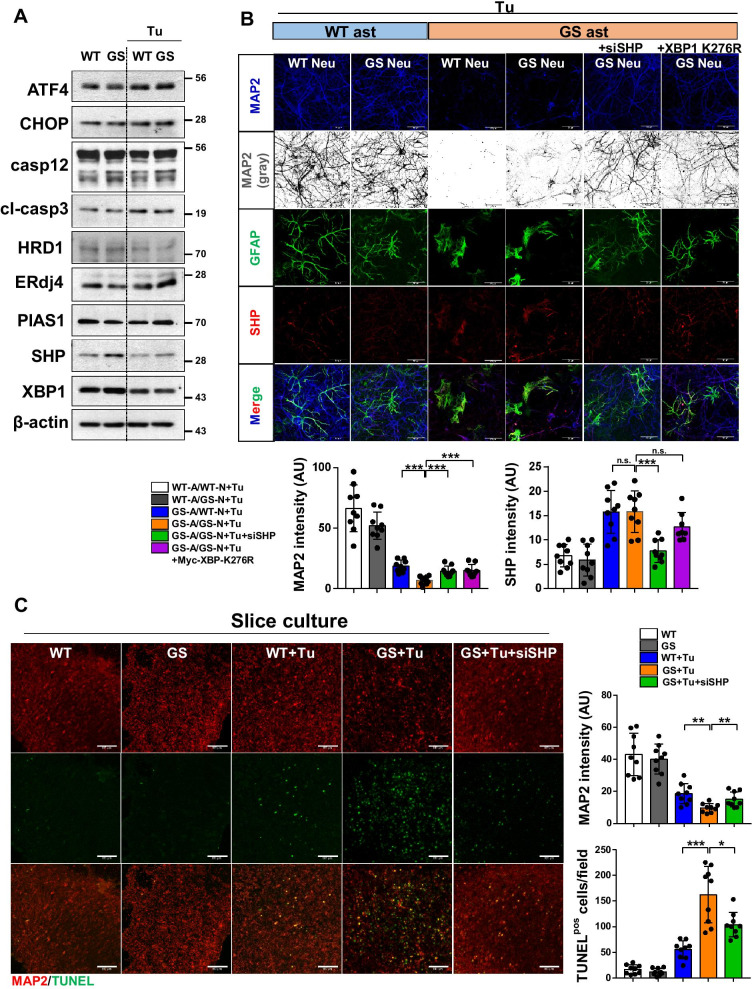
SHP is responsible for neuronal death caused by LRRK2-GS astrocytes. **A** Primary neurons isolated from LRRK2-WT and -GS mice were treated with tunicamycin, and then the indicated protein levels were analyzed by WB. **B** LRRK2-WT and -GS neurons were layered on top of LRRK2-WT or si-SHP or myc-XBP1-K276R transfected LRRK2-GS astrocytes for 7 d in vitro. Immunofluorescence staining of co-cultures was performed with indicated antibodies; representative results are shown. Summary data showing the fluorescence intensities of MAP2 and SHP per field (n = 12). Scale bar, 50 μm. Data are presented as means ± SD of three independent experiments (*p < 0.05). **C** Organotypic slices from LRRK2-WT and-GS mice were transfected with si-SHP (200 nM) for 48 h and then treated with tunicamycin (0.2 μg/ml) for 48 h. Representative images (left) and summary data (right) showing MAP2 and TUNEL staining. Five fields of view per group of three independent experiments (n = 15). Scale bar, 100 μm. Data are means ± SD (*p < 0.05, **p < 0.01)

### Repression of SHP with doxycycline decreases death of LRRK2-GS astrocytes

The results described above inspired us to search for inhibitory molecules capable of suppressing the effect of SHP on PIAS1-mediated XBP1-SUMOylation. Although no antagonist ligands have yet been identified for SHP, a previous study suggested that certain steatotic agents can inhibit SHP expression by affecting C/EBPα signaling [3]. Among those agents, we found that doxycycline decreased expression of SHP in LRRK2-GS astrocytes at a low concentration, whereas valproate (VPA) and cyclosporine A (CsA) had no effect on SHP expression (Additional file 1: Fig. S4A–C). Moreover, expression pattern of PERK-dependent and IRE1-XBP1-dependent markers in GS astrocytes were reversed by doxycycline treatment (Fig. 6A and Additional file 1: Fig. S4A–C). Inhibition of SHP by doxycycline decreased SUMOylation of XBP1 in LRRK2-GS (Fig. 6B). Furthermore, survival of LRRK2-GS astrocytes was improved by doxycycline treatment (Additional file 1: Fig. S4D). Using our neuron–astrocyte co-culture system, together with brain slice cultures of LRRK2-GS mice, we observed that increased cortical and dopaminergic neuronal death in LRRK2-GS astrocytes was attenuated by treatment with doxycycline (Fig. 6C and Additional file 1: Fig. S4E, F). These effects of doxycycline were largely reversed by SHP re-expression, suggesting the effect of doxycycline was not off-target in this regard (Fig. 6A, B). To further investigate whether doxycycline decreases severe ER stress in LRRK2-GS mice in vivo, we injected mice intraperitoneally with doxycycline prior to cortical administration of tunicamycin. In tunicamycin-injected cortex, the percentage of MAP2 + neurons was reduced, and CHOP expression was elevated relative to the vehicle-treated group. This increase in CHOP expression was attenuated in mice challenged with doxycycline (Fig. 6D), demonstrating that doxycycline effectively decreased ER stress in LRRK2-GS brain. Overall, these results suggest that doxycycline could be used to alleviate ER stress in LRRK2-GS astrocytes, as well as neuronal cell death, by disrupting SHP expression.

**Fig. 6:**
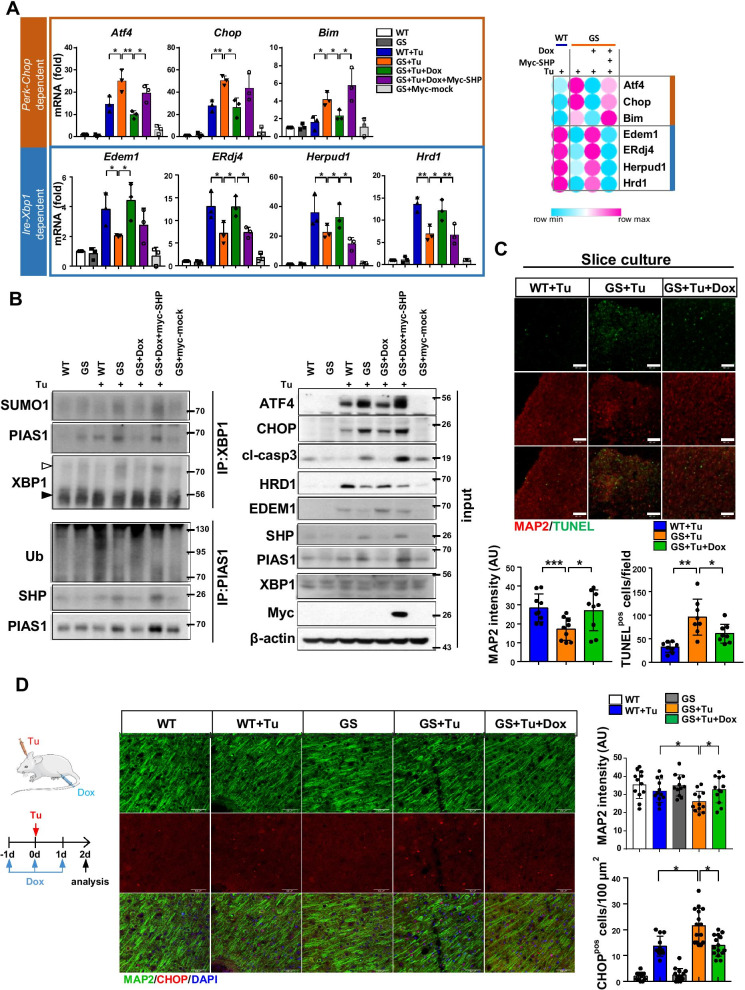
Doxycycline improves LRRK2-GS astrocyte viability by suppressing SHP expression. **A** LRRK2-WT or myc-SHP transfected LRRK2-GS astrocytes were treated with tunicamycin in the absence or presence of doxycycline (Dox) for 24 h. Expression levels of the indicated mRNAs were analyzed by real-time qPCR. **B** Immunoprecipitation pulling down XBP1 in tunicamycin-treated LRRK2-WT and -GS astrocytes in the absence or presence of doxycycline. **C** Organotypic slices from LRRK2-WT and -GS mice were treated with tunicamycin for 48 h in the absence or presence of doxycycline (50 μM). Representative images (upper) and summary data (lower) show MAP2 and TUNEL staining. Four fields of view per group of three independent experiments (n = 12). Scale bar, 100 μm. Data are means ± SD (*p < 0.05, **p < 0.01). **D** Overview of experimental timeline. Doxycycline (5 μg/g) treatment was initiated 1 d pre-injection (DMSO or tunicamycin) and then continued for the duration of the experiment. The fluorescence intensities of MAP2 per field and CHOP^pos^ cell numbers were quantified and displayed graphically. Scale bar: 50 μm. Data are means ± SD (*p < 0.05). n = 4–5/group

## Discussion

Although the genetic mutations linked with familial PD have revealed a closer relationship between pathology and unmitigated ER stress, the underlying mechanisms remain unclear. Here, we showed that XBP1 activity was suppressed in LRRK2-GS astrocytes, resulting in failure of adaptive efforts and neuronal death. Moreover, we identified SHP as the key molecule involved in controlling XBP1 activity in LRRK2-GS astrocytes. By increasing PIAS1 stability, SHP promotes XBP1 SUMOylation, thereby driving astrocyte and neuronal death (Fig. 7).

**Fig. 7:**
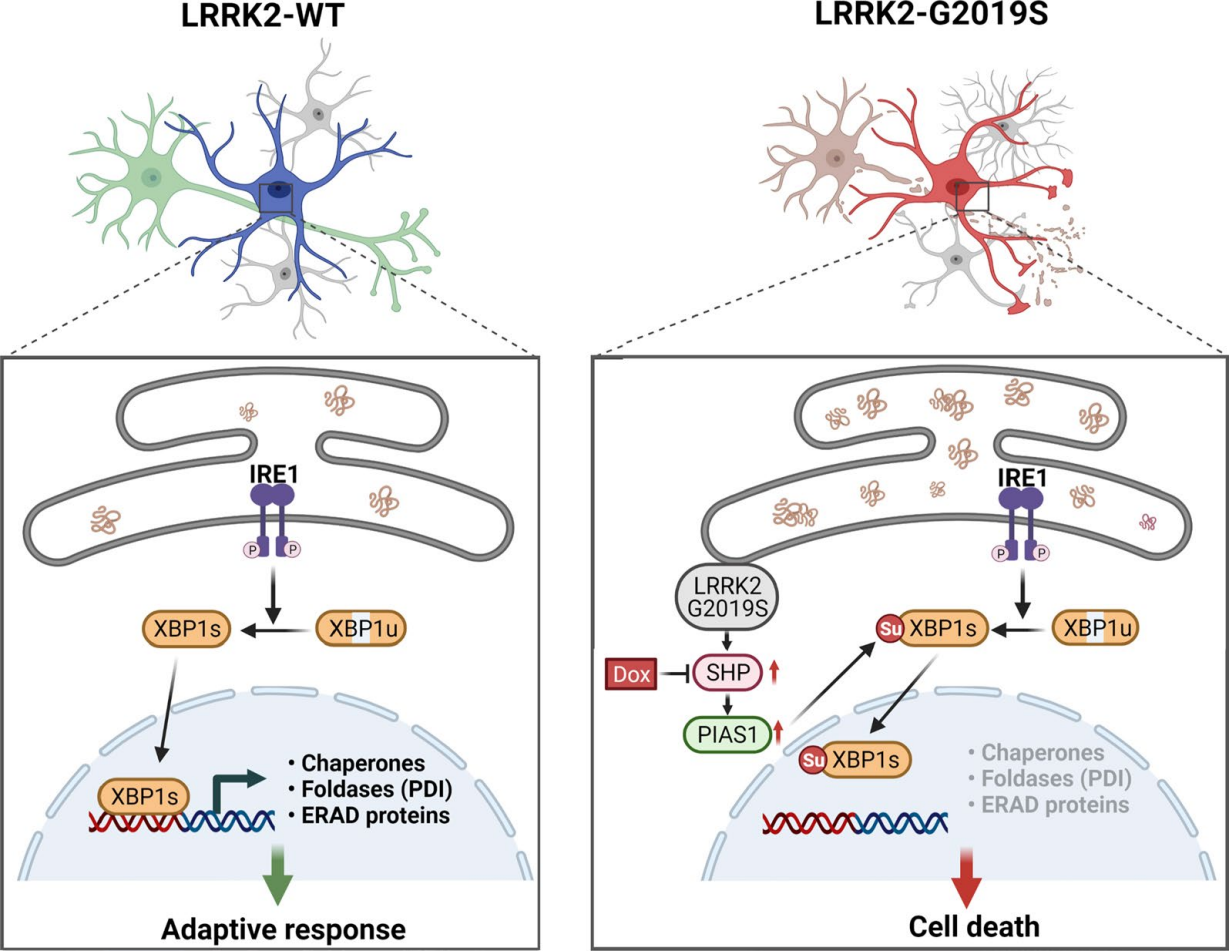
A model showing the regulatory mechanism involving SHP/PIAS1/XBP1 in LRRK2-G2019S mutant astrocytes. In the normal brain, the ER stress activates three UPR sensors, IRE1, PERK and ATF6. One of them, IRE1 activates the transcription factor XBP1 to induce genes that facilitate protein folding and removal of unfolded proteins by ER-associated degradation, including some that encode ER chaperones. However, LRRK2-G2019S negatively regulated XBP1 transcriptional activity by promoting PIAS1-mediated SUMOylation of XBP1, but did not affect phosphorylation and oligomerization of IRE1. LRRK2-G2019S increased expression of SHP, thereby stabilizing the PIAS1 protein. By increasing PIAS1 stability, SHP promotes XBP1 SUMOylation, resulting in failure of adaptive efforts and neuronal death. In this study, we identified doxycycline can disrupt SHP-mediated XBP1 SUMOylation and may therefore have therapeutic activity in PD caused by the LRRK2-GS mutation

The IRE1/XBP1 axis is associated with adaptive programs that alleviate ER stress, and thus plays a neuroprotective role. In support of this idea, expression of XBP1s using adeno-associated virus (AAV) provides outstanding neuroprotection in multiple mouse models of protein misfolding disorders (PMDs) [53]. However, recent studies suggested that XBP1 plays conflicting roles in cell survival, depending on the type of neurogenerative disease. Despite the expectation that targeting XBP1 would accelerate disease progression, conditional genetic deletion of XBP1 in the CNS protects against experimental amyotrophic lateral sclerosis (ALS) [15]. In a mouse model of Huntington’s disease (HD), one study showed that sustained activation of IRE1 can trigger neuronal loss [17], whereas expression of XBP1s decreased aggregation of mutant huntingtin in the striatum [62]. In PD mouse models, ablation of XBP1 in the substantia nigra results in chronic ER stress, triggering degeneration of dopaminergic neurons [43, 52]. These studies imply that XBP1 is an executor of cell fate determination as each disease’s circumstance. In this study, we confirmed that XBP1 signaling is indispensable for the viability of astrocytes, and we showed that transcriptional deactivation of XBP1 by LRRK2-GS mutation causes astrocyte death. Previously, we suggested that LRRK2-GS impairs ER Ca^2+^ homeostasis, which determines cell survival, and it could thus contribute to the development of PD [24]. In addition, we also revealed another mechanistic role of LRRK2-GS in the ER stress response: regulation of XBP1 transcriptional activity. A recent study showed that XBP1 activation in astrocytes play a role in neuroprotection [12], suggesting that proper regulation of XBP1 activity in astrocytes is critical for neuronal survival. Given that perturbation of astrocyte function can be detrimental to neurons, decreased XBP1 signaling in LRRK2-mutated astrocytes may contribute neuronal cell damage and PD progress. In this regard, a therapeutic strategy targeting XBP1 activity in astrocytes has the potential to ameliorate PD pathogenesis.

Previous studies show that a LRRK2-GS mouse model exhibited a modest loss of dopaminergic neurons accompanied by accumulation of autophagosomes, mitochondrial alterations, and ER stress, revealing the direct toxic effect of LRRK2-GS on neurons [20, 39, 59]. In this study, however, there was no difference in the expression of ER stress proteins and SHP or cell death between LRRK2-WT and -GS neurons. These differential effects could be due, in part, to the sensitivity to tunicamycin. Low-dose tunicamycin can activate the ER stress response in LRRK2-GS astrocytes, but may not be sufficient to activate neuronal ER stress, suggesting that astrocytes, but not neurons, may be particularly sensitive to misfolded or unfolded protein accumulation in LRRK2-GS mice. Overall, our results indicate that neuronal damage and death in LRRK2-GS mice reflect the effect of dysfunctional astrocytes, rather than a direct effect of LRRK2-GS on neurons. Recent studies and our previous study also emphasized the role of astrocytic UPR activation in neurodegenerative disease, rather than direct neuronal, cell-autonomous effects of ER stress [12, 24, 48].

Members of the nuclear receptor (NR) superfamily of ligand-dependent transcription factors play diverse roles in development, homeostasis, reproduction, and immunity [5, 6]. Recent work showed that NRs contribute to ER stress resolution and ER stress-mediated apoptosis in various metabolic tissues. For example, liver receptor homolog-1 (LRH-1) activation improves type 2 diabetes mellitus by helping to resolve ER stress [27]. Similarly, the farnesoid X receptor (FXR) signaling pathway induced by ER stress ameliorates ER stress-mediated nonalcoholic fatty liver disease (NAFLD) [57]. Agonists for peroxisome proliferator-activated receptor (PPAR)α/γ exert antidiabetic effects associated with improving ER stress in metabolic tissues [50, 58]. Treatment with agonists of liver X receptors (LXRs) decrease saturated fatty acid-induced ER stress in primary hepatocytes [41]. However, the role of SHP in ER stress and cell death remains controversial. One study reported that SHP mediates ATF6-induced β-cell dysfunction [46], whereas another study suggested that SHP is associated with FXR agonist-induced activation of the hepatic IRE1/XBP1 pathway, thereby promoting cell survival [26]. Intriguingly, Sun and colleagues suggested that SHP physically interacts with XBP1s, thereby inhibiting its polyubiquitination and degradation [51]. In LRRK2-GS astrocytes, however, neither the SHP–XBP1 interaction nor SHP-mediated XBP1 ubiquitination differed between LRRK2-WT and -GS (Additional file 1: Fig. S5), suggesting that the effects of SHP on ER stress may vary among cell types and contexts. In brain astrocytes, we observed that expression of SHP increased in LRRK2-GS astrocytes, and that SHP dynamically regulated the transcriptional activity of XBP1 via PIAS1-mediated SUMOylation, leading to unresolved ER stress and cell death. Moreover, the effect of SHP on ER stress was specific for astrocytes, not neurons. Given that perturbation in astrocyte functions can be detrimental to neurons, unraveling the specific role of SHP in LRRK2-mutated astrocytes is of potential clinical importance. In turn, our findings suggest that a therapeutic strategy targeting SHP in astrocytes has the potential to ameliorate PD pathogenesis.

Many drugs used to treat PD are of limited effect due to their toxicity or low bioavailability in the brain. This situation has inspired the exploration of alternative drug strategies, such as repurposing existing compounds with novel targets. In this study, we found that doxycycline has the potential to prevent ER stress in LRRK2-GS astrocytes by targeting SHP. Doxycycline, a second-generation tetracycline, is commonly used as an antibiotic in humans, and the drug is both clinically safe and capable of penetrating the blood–brain barriers. Because long-term administration (up to 2 years) of sub-antimicrobial doses of doxycycline (20 mg twice daily) has not produced antibiotic side effects in clinical trials [19, 36], it is an attractive candidate for drug repurposing to treat CNS diseases. In fact, along with its well-characterized effects, doxycycline can protect against neuronal cell death by suppressing expression of matrix metalloproteinases (MMPs) and activation of glial cells, reducing the load of Aβ oligomers (AβOs), remodeling α-synuclein early aggregates, and scavenging ROS [2, 13, 18, 22]. Hence, doxycycline may help to establish strategies for novel treatments of neurodegenerative disorders. However, the mechanisms underlying its benefits remain unclear. Here, we propose an additional role of doxycycline in the ER stress response. We found that a low dose of doxycycline (10 μM) inhibited the expression of SHP, thereby eliciting the XBP-1-mediated adaptive ER stress response, in LRRK2-GS mutated astrocytes (Fig. 6).

Although doxycycline is a promising candidate for treatment of various neurodegenerative diseases, it has yielded variable and even contradictory (i.e., beneficial and detrimental) effects in various species and models [1, 11, 37, 47]. Even in the ER stress response, the effect of doxycycline is not clear: Matsumoto and colleagues showed that doxycycline induces ER stress and apoptosis in sphere-forming cells (i.e., cancer stem-like cells) [29], whereas we showed that the severe ER stress response was reduced by doxycycline in brain astrocytes. Accordingly, targeting ER stress using doxycycline should be considered based on the specific cellular milieu and type of neurodegenerative disorder. Here, we suggest that doxycycline may selectively apply to the PD-related LRRK2-G2019S mutation model. Additional studies are required to determine whether sub-antibiotic doses of doxycycline are safe for PD patients during prolonged treatments, as well as whether combination therapy with doxycycline and existing treatments for PD (e.g., LRRK2 kinase inhibitors) represent potential therapeutic approaches.

## Conclusion

Here, we report a novel mechanism by which the PD-associated LRRK2-G2019S mutant accelerates ER stress in brain astrocytes. We show that LRRK2-G2019S negatively regulated XBP1 transcriptional activity by promoting PIAS1-mediated XBP1 SUMOylation. Intriguingly, we found that XBP1 SUMOylation in LRRK2-G2019S astrocytes was mediated by the orphan nuclear receptor SHP. Our data reveal a novel post-translational mechanism for regulation of XBP1 and establish the importance of SHP in modulating ER homeostasis in PD pathogenesis. These findings provide important insight into the basis of the correlation between mutant LRRK2 and pathophysiological ER stress in PD, and suggest a plausible model that explains this connection.

## Supplementary Information

**Additional file 1: Figure S1.** Rel Fig. 1. XBP1 inactivation on brain astrocytes. **Figure S2.** Rel Figs. 3 and 4. Effect of SHP on XBP1 SUMOylation in LRRK2-GS astrocytes. **Figure S3.** Rel Fig. 5. The ER stress response in LRRK2 mutated neurons. **Figure S4.** Rel Fig. 6. Effect of doxycycline on SHP-mediated XBP1 activity. **Figure S5.** Effect of SHP on XBP1 ubiquitination. **Table S1. **Comparison of genes expression in LRRK2-WT and -GS astrocytes. **Table S2. **List of primer sequences. **Table S3. **List of siRNA oligonucleotides. **Table S4. **List of primary antibodies used in this work.

## Data Availability

All data relevant to the study are included in the article or as supplementary information. Upon reasonable request, additional information (e.g., protocols) will be shared by the corresponding authors.

## Abbreviations

PD: Parkinson’s disease
LRRK2-GS: LRRK2-Gly2019Ser
ER stress: Endoplasmic reticulum stress
PERK: PKR-like endoplasmic reticulum kinase
IRE1: Inositol-requiring enzyme 1
ATF6: Activating transcription factor 6
XBP1: X-box protein 1
PIAS1: Protein inhibitor of activated STAT 1
SHP: Small heterodimer partner
Dox: Doxycycline

# Supplementary material for: Small heterodimer partner (SHP) aggravates ER stress in Parkinson’s disease-linked LRRK2 mutant astrocyte by regulating XBP1 SUMOylation
**Source:** J Biomed Sci. 2021 Jul 7;28:51. doi: 10.1186/s12929-021-00747-1
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Rel Fig. 1. XBP1 inactivation on brain astrocytes. Figure S2. Rel Figs. 3 and 4. Effect of SHP on XBP1 SUMOylation in LRRK2-GS astrocytes. Figure S3. Rel Fig. 5. The ER stress response in LRRK2 mutated neurons. Figure S4. Rel Fig. 6. Effect of doxycycline on SHP-mediated XBP1 activity. Figure S5. Effect of SHP on XBP1 ubiquitination. Table S1. Comparison of genes expression in LRRK2-WT and -GS astrocytes. Table S2. List of primer sequences. Table S3. List of siRNA oligonucleotides. Table S4. List of primary antibodies used in this work.

Supplemental Materials

Small heterodimer partner (SHP) aggravates ER stress in the Parkinson's disease-linked LRRK2 mutant astrocyte by regulating XBP1 SUMOylation

Jee Hoon Lee, Ji-hye Han, Eun-hye Joe and Ilo Jou*

The supplementary material comprises figures S1-S5 and supplementary tables 1-4.

A

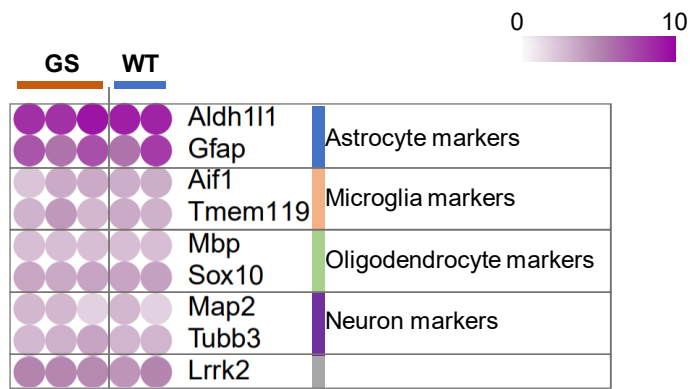

B

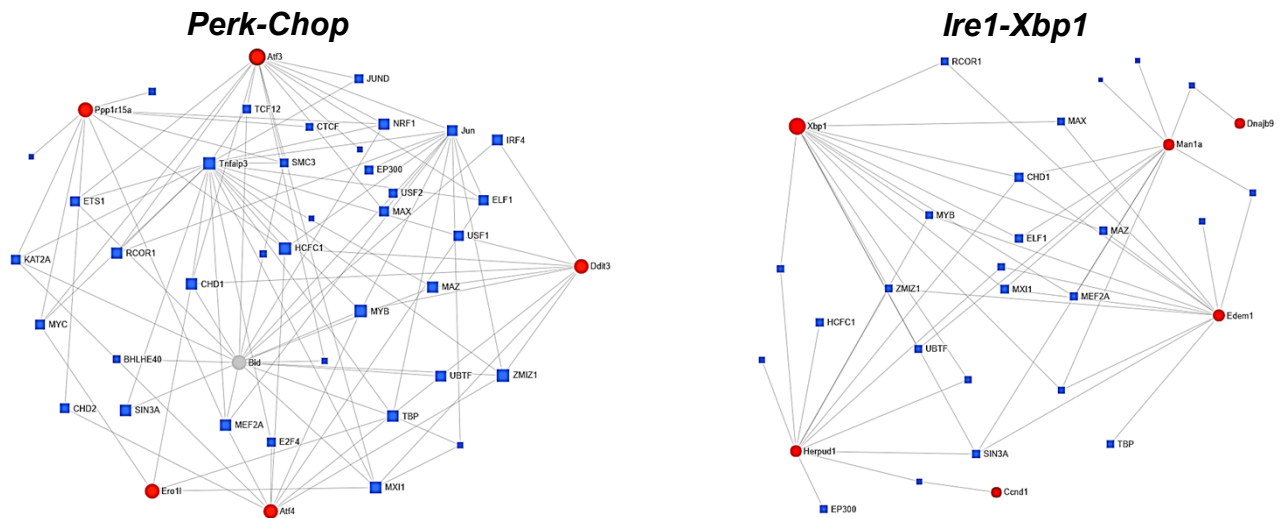

C

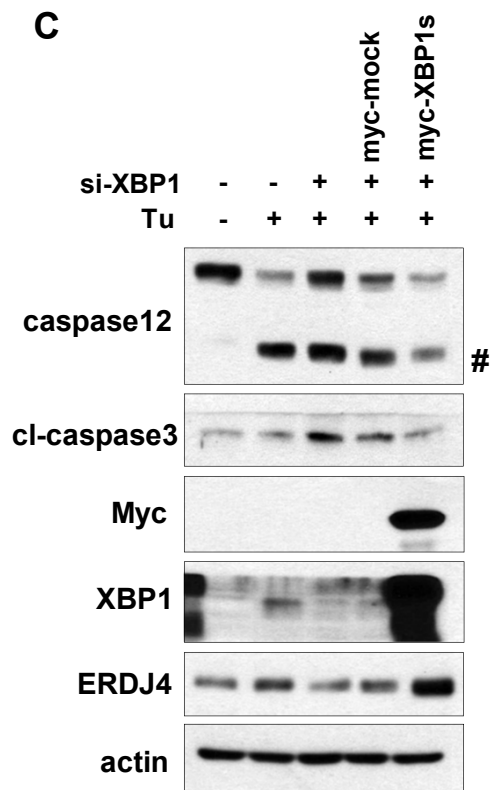

D

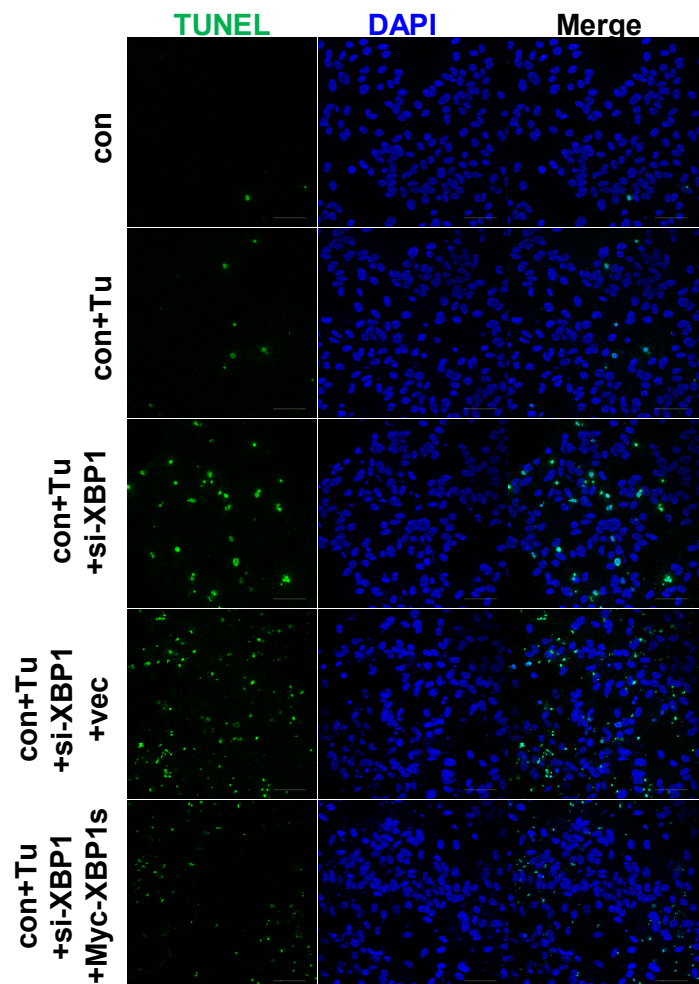

Figure S1, Rel Figure 1. XBP1 inactivation on brain astrocytes.

(A) Heatmap from DNA microarray analysis of LRRK2-WT and –GS astrocytes showing gene expression level of well described markers for astrocytes (Glial fibrillary acidic protein; *Gfap*, Aldehyde Dehydrogenase 1 Family Member L1; *Aldh1l1*), microglia (Allograft inflammatory factor 1; *Aif1*, Transmembrane Protein 119; *Tmem119*), oligodendrocyte (Myelin Basic Protein; *Mbp*, SRY-Box Transcription Factor 10; *Sox10*), and neuron (microtubule-associated protein 2; *Map2*, Tubulin Beta 3 Class III; *Tubb3*). 

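The astrocyte markers of this heatmap hardly differed between the genotypes. Gfap, the intermediate filament of astrocytes (chromosome 11), read 4.05 ± 0.08 on the log2 scale in LRRK2-WT (SD, n = 2 arrays) and 4.16 ± 0.10 in LRRK2-GS (n = 3), a difference of 0.11 (limma adjusted p = 0.826), which was 0.06 without LRRK2-WT array 2 and 0.05 without LRRK2-GS array 3. Aldh1l1, a folate enzyme that is also made in liver, read 7.88 ± 0.12 and 7.71 ± 0.56, a difference of -0.18 (limma adjusted p = 0.927), which was -0.09 without LRRK2-WT array 1, -0.04 without LRRK2-GS array 1, 0.01 without LRRK2-GS array 2 and -0.50 without LRRK2-GS array 3. The microglial calcium-binding protein gene Aif1 read 3.93 ± 0.02 and 4.07 ± 0.00. It was the only microglial marker of 19 that passed limma's test adjusted over the list alone, and adjusted over all genes it did not (adjusted p = 0.826). All 3 LRRK2-GS arrays held the same value, so the measured spread of Aif1 comes only from the 2 LRRK2-WT arrays. Its difference of 0.14 was 0.12 to 0.15 with single arrays left out, under 1.5-fold. Tmem119 read 3.79 ± 0.03 and 3.71 ± 0.10. Of the oligodendrocyte genes, Mbp was at 3.31 on every array and Sox10 read 3.34 ± 0.08 and 3.21 ± 0.08. The neuronal Map2 was at 3.59 on every array and Tubb3 read 2.66 ± 0.02 and 2.89 ± 0.37. A value that is identical on every array carries no information on the genotypes. The level of a single probe set also depends on how well it binds, so these few genes do not rank the cell types.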

The gene expression level of LRRK2 was also described. **(B)** Pathway analysis of genes involved in the ER stress response that were identified by microarray profiling. The network diagram was created with NetworkAnalyst (<http://www.networkanalyst.ca>). **(C and D)** Primary astrocytes were co-transfected with siRNA targeting the 3'-UTR region of XBP1 and/or Myc-tagged XBP1s. After 48 h, cells were stimulated with tunicamycin, and the expression levels of indicated proteins and cell viability were analyzed by WB (C) and TUNEL assay (D), respectively. Scale bar, 50 μ m.

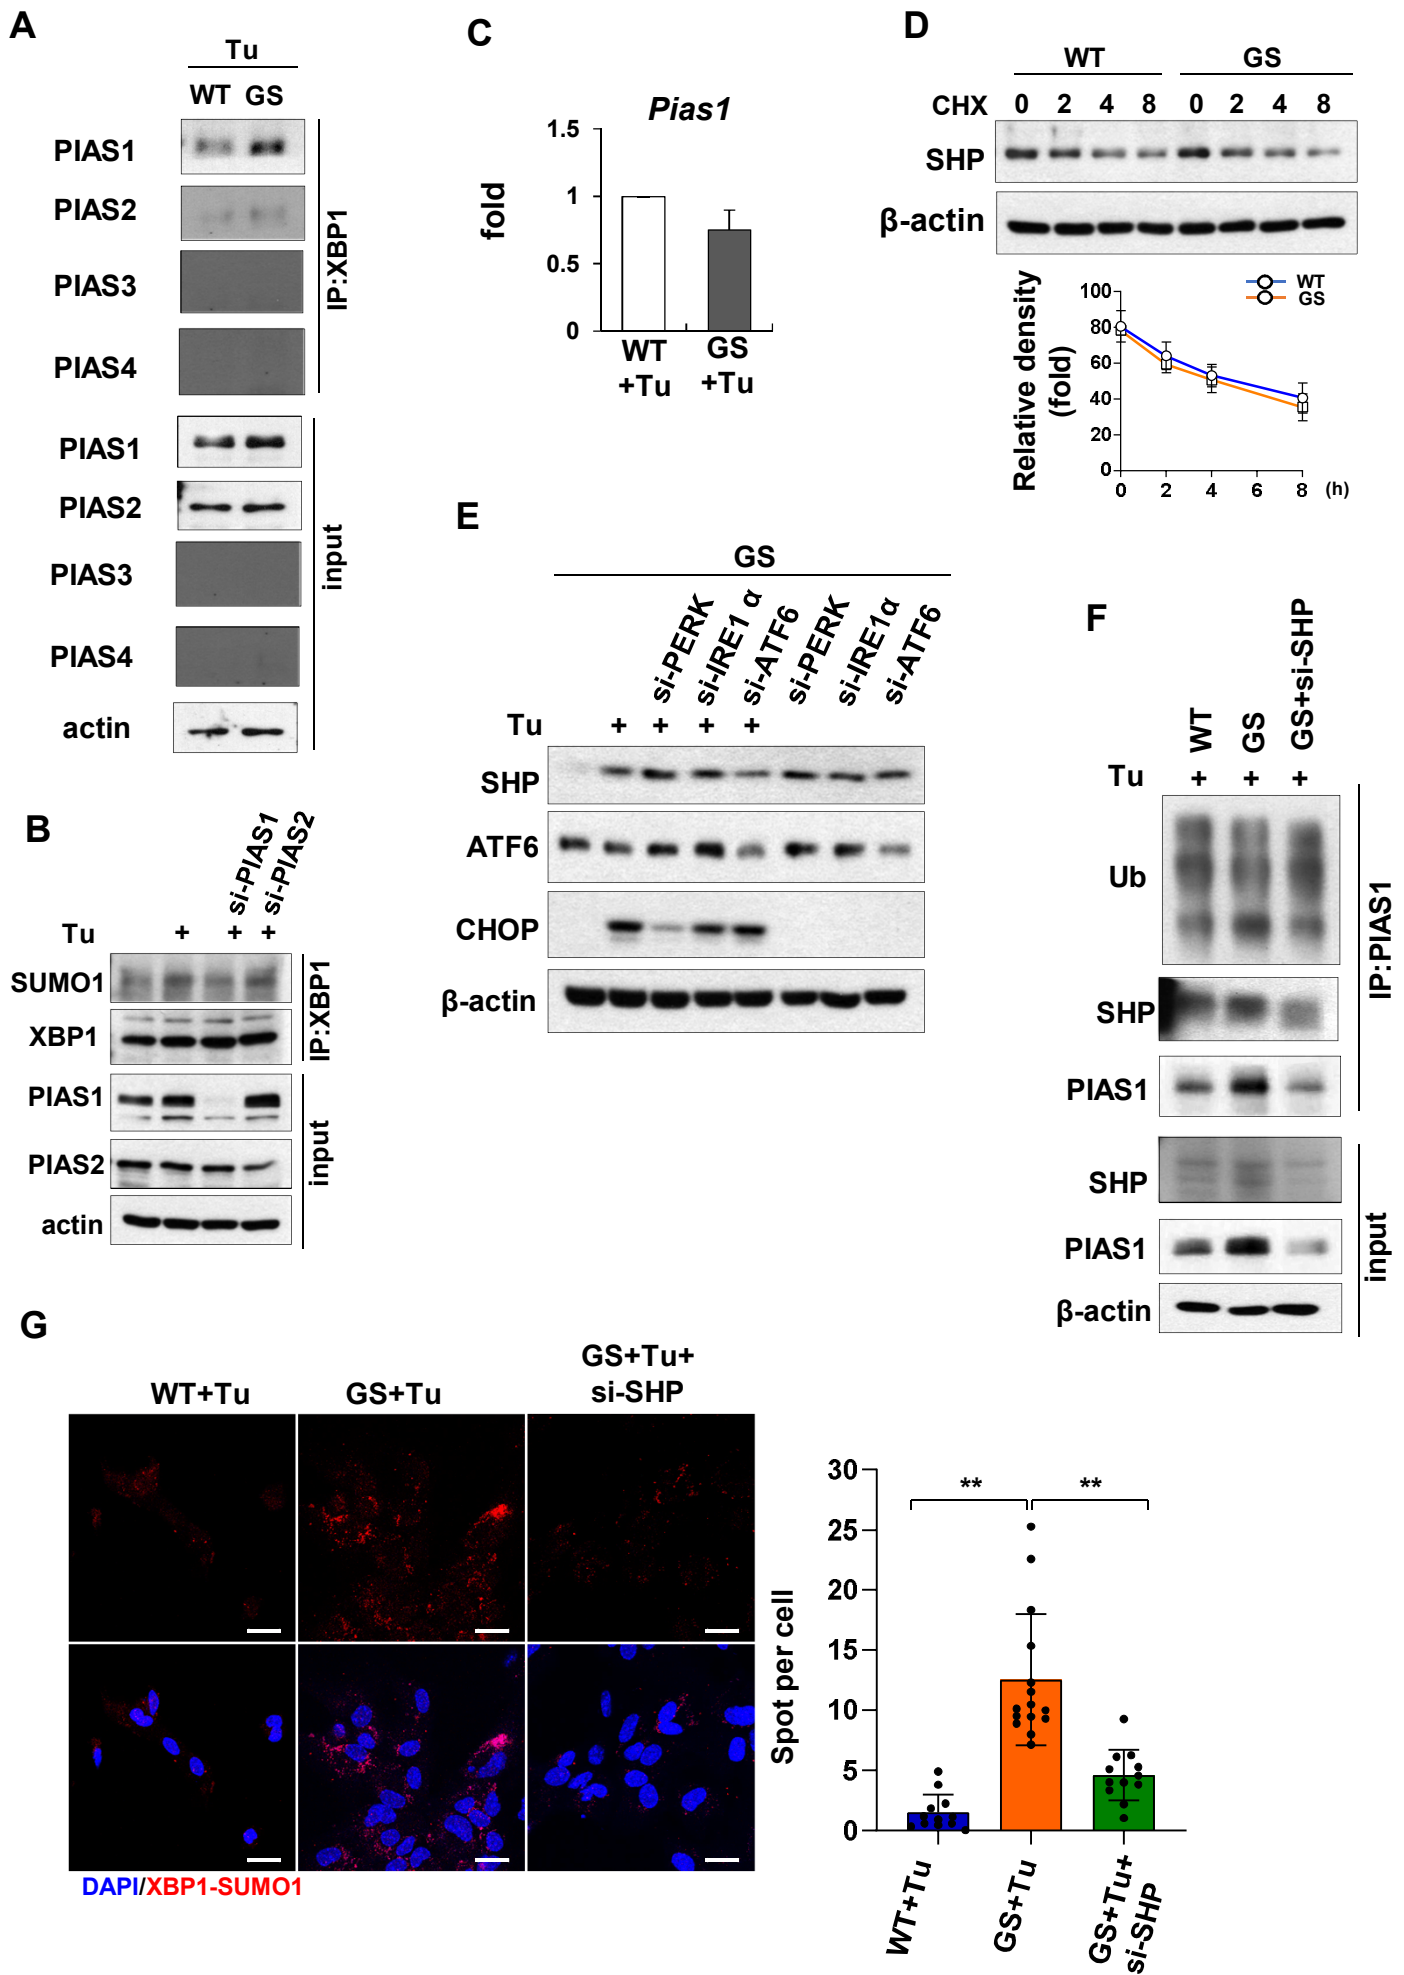

Figure S2, Rel Figure 3 and 4. Effect of SHP on XBP1 SUMOylation in LRRK2-GS astrocytes.

(A) Astrocytes isolated from LRRK2-WT and -GS mice were treated with tunicamycin, and protein interactions were measured by immunoprecipitation with antibody against XBP1. **(B)** si-PIAS1– or si-PIAS2–transfected LRRK2-GS astrocytes were treated with tunicamycin and then subjected to immunoprecipitation assay. **(C)** PIAS1 transcript level in tunicamycin-treated LRRK2-WT and -GS astrocytes. **(D)** Immunoblotting for SHP in LRRK2-WT and -GS astrocytes treated with cycloheximide (CHX; 100 mg/ml) for up to 8 h. Data are means $\pm$ SD of three independent experiments. **(E)** LRRK2-GS astrocytes were transfected with siRNA against PERK, IRE1, or ATF6 for 48 h and then treated with tunicamycin. Expression of the indicated proteins was analyzed by WB. **(F and G)** LRRK2-WT and si-SHP transfected LRRK2-GS astrocytes were treated with tunicamycin, and cells were subjected to immunoprecipitation assay (F) and PLA assay (G). Five fields of view per group of three independent experiments (n = 15). Scale bar, 20 μ m. Data are presented as means $\pm$ SD (** p < 0.01).

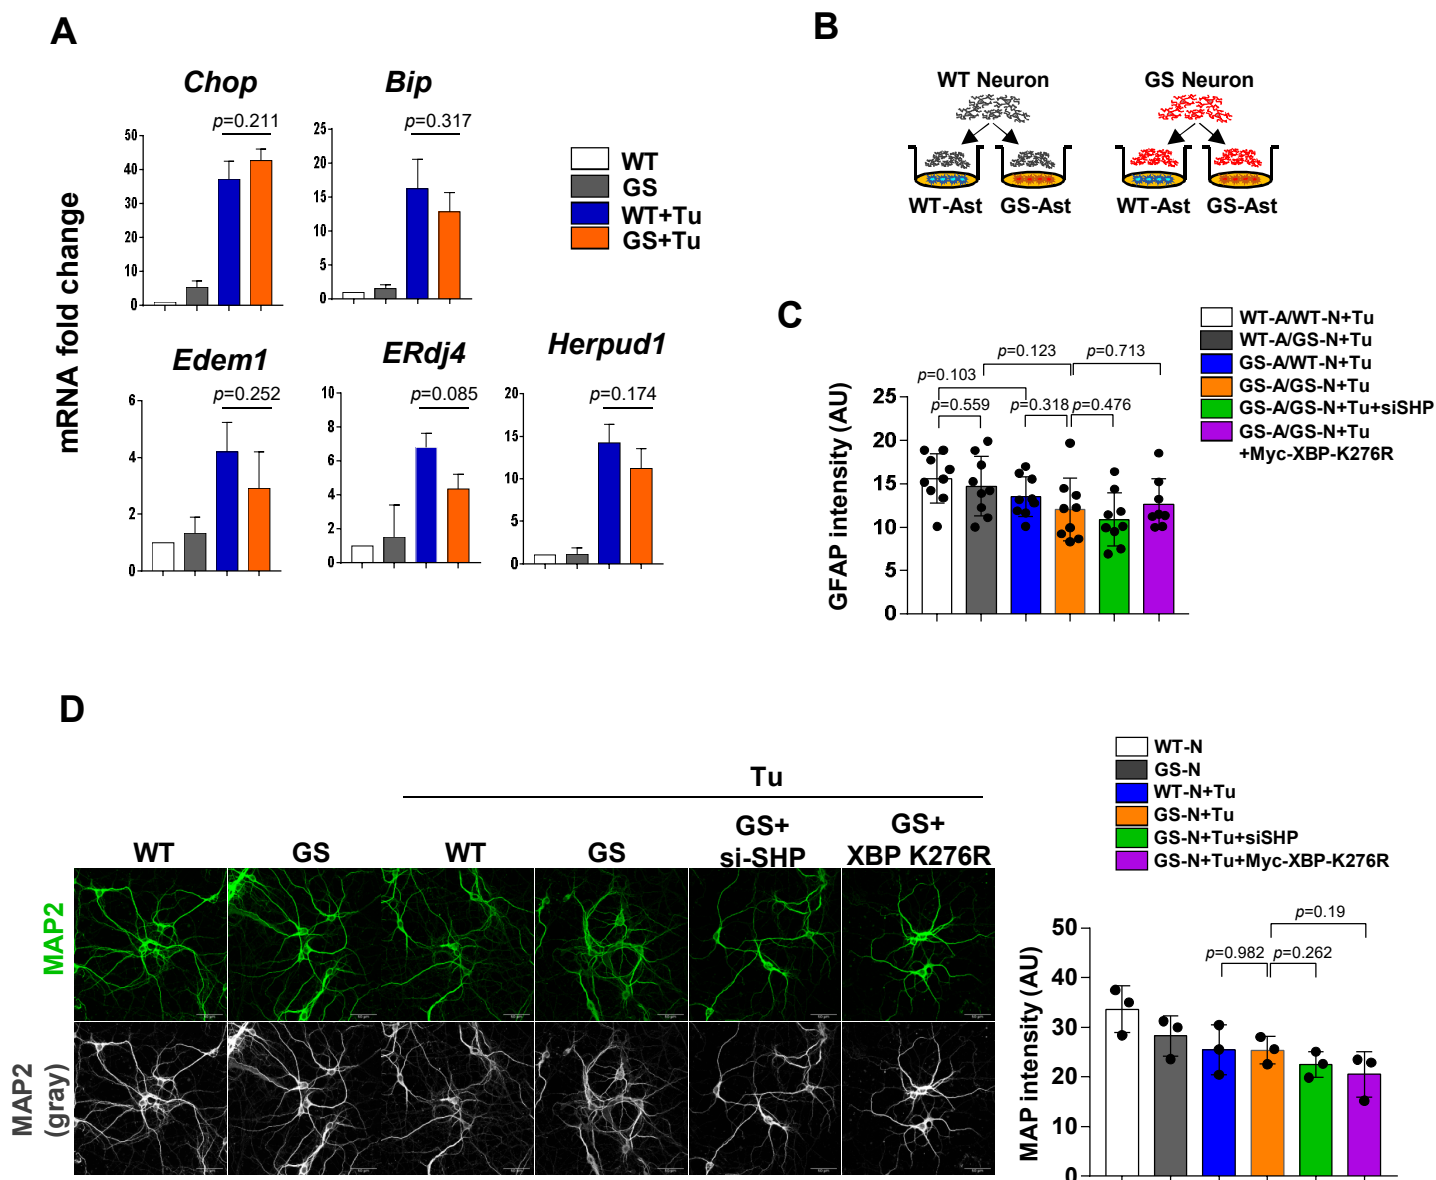

Figure S3, Rel Figure 5. The ER stress response in LRRK2 mutated neurons.

(A) Primary neurons isolated from LRRK2-WT and -GS mice were treated with tunicamycin, and then the expression levels of the indicated mRNAs were analyzed by real-time qPCR. (B) Schematic depiction of co-culture experiments. (C) LRRK2-WT and -GS neurons were layered on top of LRRK2-WT or si-SHP or myc-XBP1-K276R transfected LRRK2-GS astrocytes for 7 days *in vitro*. Summary data showing the fluorescence intensities of GFAP per field ($n = 5$). Data are presented as means $\pm$ SD. (D) Primary neuron from LRRK2-WT and -GS were transfected with si-SHP or myc-XBP1-K276R. Representative images and summary data showing MAP2 staining. Scale bar, 50 μ m. Data are presented as means $\pm$ SD.

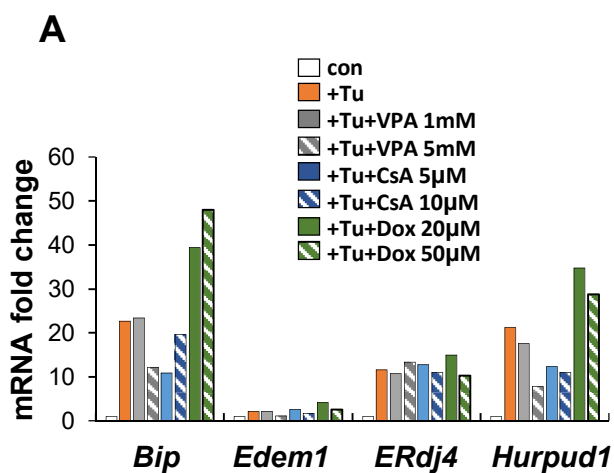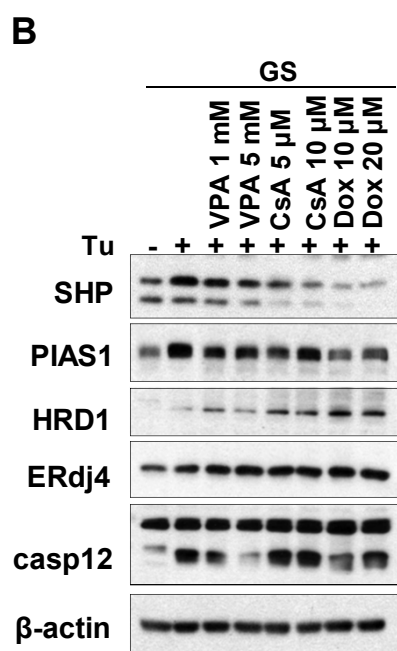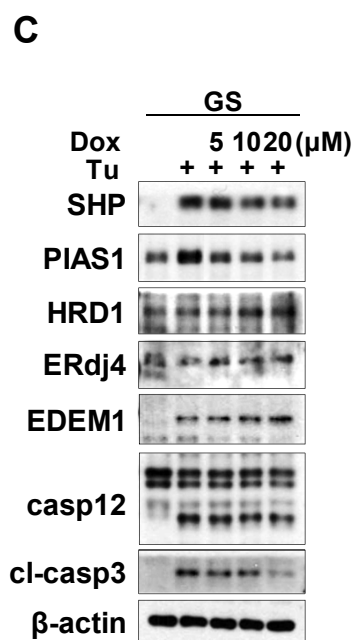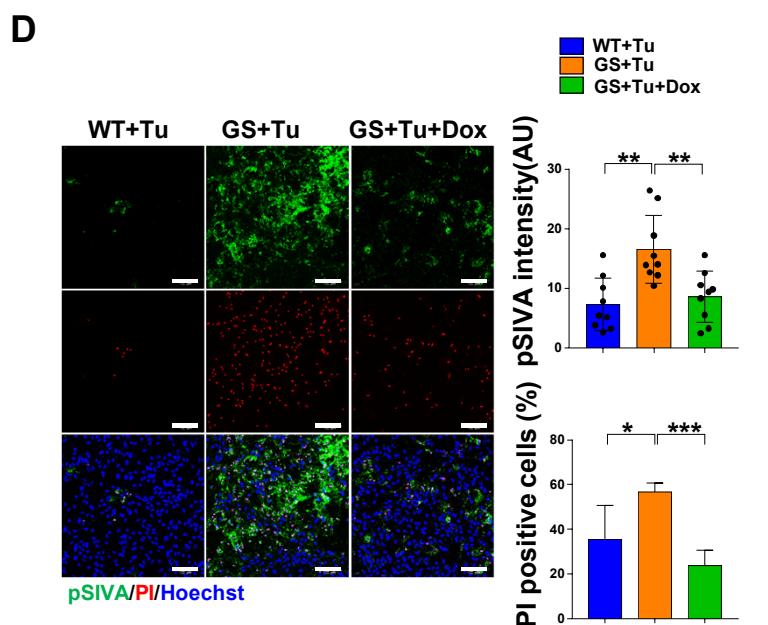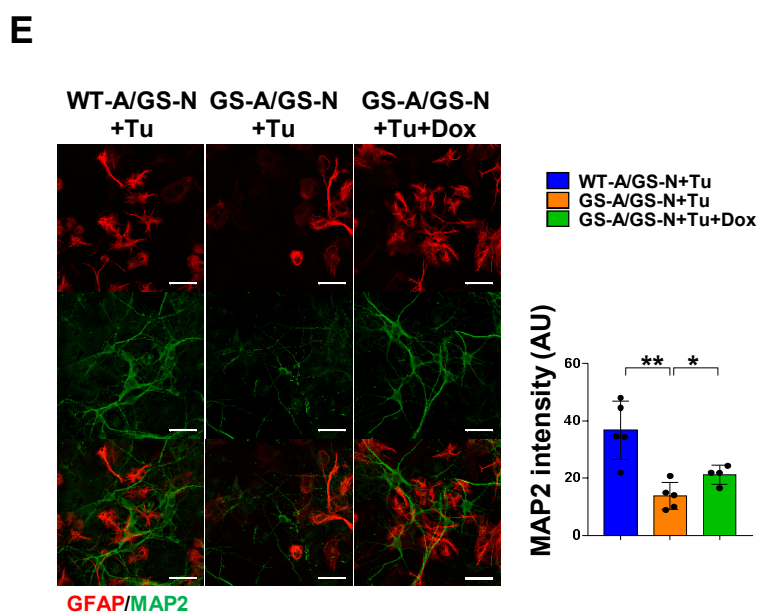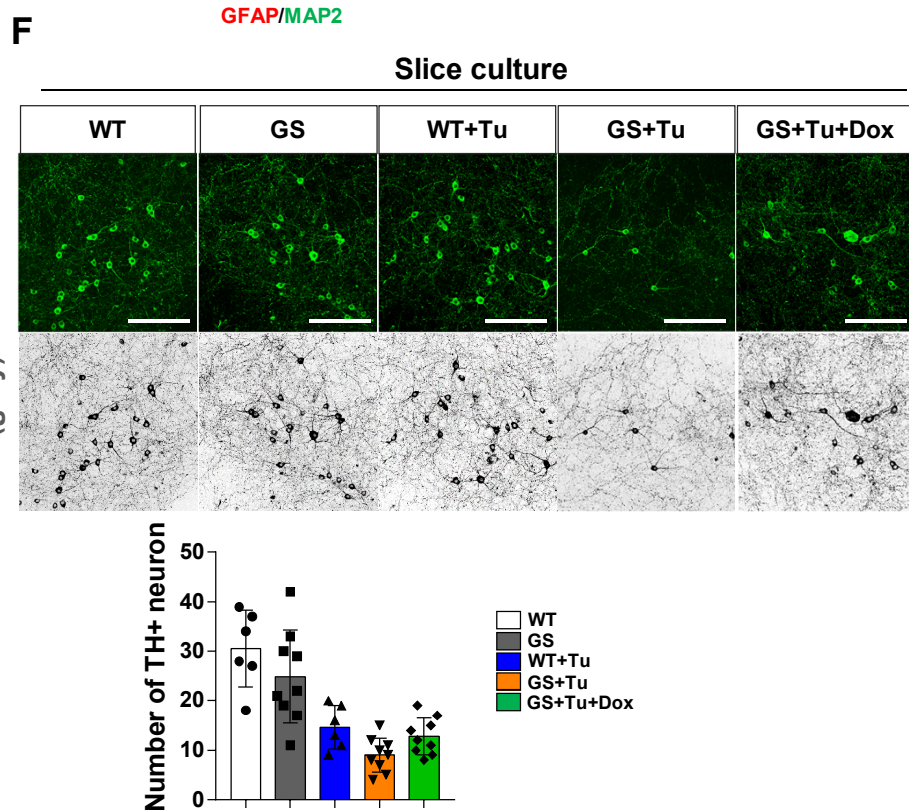

Figure S4, Rel Figure 6. Effect of doxycycline on SHP-mediated XBP1 activity.

(A and B) LRRK2-GS astrocytes were treated with tunicamycin in the absence or presence of the indicated drugs, and expression of the indicated genes (A) and proteins (B) was analyzed. **(C)** LRRK2-GS astrocytes treated with tunicamycin in the presence of indicated dose of doxycycline. **(D)** Representative images and summary data showing live/dead staining of LRRK2-WT and -GS astrocytes 72 h after treatment with tunicamycin in the absence or presence of doxycycline. Five fields of view per group of three independent experiments (n = 15). Scale bar, 100 μ m. Data are means $\pm$ SD (* p < 0.05, ** p < 0.01). **(E)** LRRK2-GS neurons were layered on top of LRRK2-WT and LRRK2-GS astrocytes for 7 days *in vitro*, and then treated with tunicamycin in the absence or presence of doxycycline. Representative immunofluorescence staining of co-cultures with anti-GFAP and MAP2 antibodies. Summary data showing fluorescence intensities of MAP2 per cell (n = 12). Scale bar, 50 μ m. (* p < 0.05, ** p < 0.01). VPA, valproate; CsA, cyclosporine A; Dox, doxycycline. **(F)** Organotypic slices from LRRK2-WT and-GS mice were treated with tunicamycin for 48 h in the absence or presence of doxycycline (50 μ M). Representative images and summary data show tyrosine hydroxylase (TH)-positive dopaminergic neurons. The number of TH-positive neurons was analyzed by Cytation 5 Cell Imaging Multimode Reader. Three fields of view per group of two (WT) or three (GS) independent experiments. Scale bar, 200 μ m.

A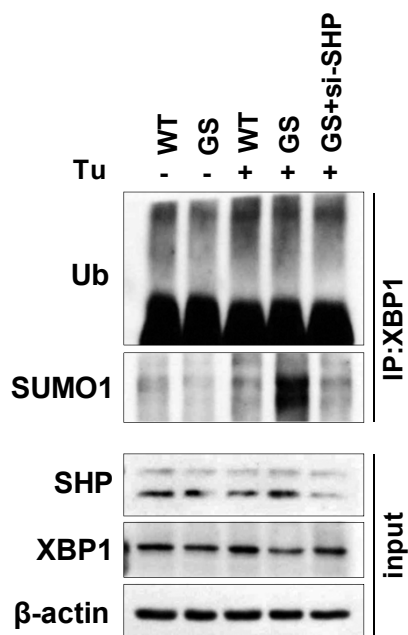**B**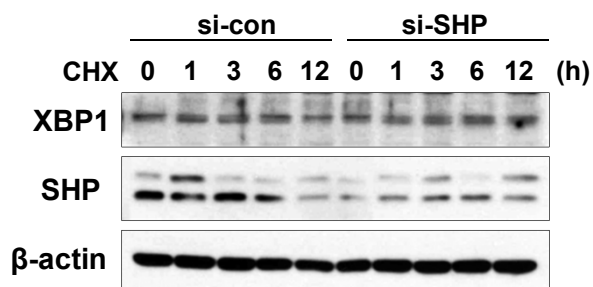

Figure S5. Effect of SHP on XBP1 ubiquitination

(A) Western blot analysis of immunoprecipitates of XBP1 in LRRK2-WT and -GS astrocytes showing XBP1 ubiquitination. Cells were treated with proteasomal inhibitor MG132 for 1 h prior to immunoprecipitation. **(B)** Immunoblotting for XBP1s in LRRK2-WT and -GS astrocytes treated with cycloheximide for up to 12 h.

Table S1. Comparison of genes expression in LRRK2-WT and -GS astrocytes

**Response to unfolded protein and ERAD**			
GeneID	Symbol	Gene Name	ration GS/WT
12443	Ccnd1	cyclin D1	-2.376412
27362	Dnajb9	DnaJ (Hsp40) homolog, subfamily B, member 9	-1.500352
192193	Edem1	ER degradation enhancer, mannosidase alpha-like 1	-1.500082
64209	Herpud1	homocysteine-inducible, endoplasmic reticulum stress-inducible, ubiquitin-like domain member 1	-1.511164
17155	Man1a	mannosidase 1, alpha	-1.624573
11910	Atf3	activating transcription factor 3	2.679428
11911	Atf4	activating transcription factor 4	1.530428
13198	Ddit3	DNA-damage inducible transcript 3	2.530259
50527	Ero1l	ERO1-like (S. cerevisiae)	1.532051
16476	Jun	jun proto-oncogene	1.515125
17872	Ppp1r15a	protein phosphatase 1, regulatory (inhibitor) subunit 15A	1.699380
**Apoptosis/Cell death**			
GeneID	Symbol	Gene Name	ration GS/WT
11606	Agt	angiotensinogen (serpin peptidase inhibitor, clade A, member 8)	-1.631889
407824	BC020402	cDNA sequence BC020402	-1.501200
64209	Herpud1	homocysteine-inducible, endoplasmic reticulum stress-inducible, ubiquitin-like domain member 1	-1.511164
11461	Actb	actin, beta	1.577261
11911	Atf4	activating transcription factor 4	1.530428
12122	Bid	BH3 interacting domain death agonist	1.949184
13198	Ddit3	DNA-damage inducible transcript 3	2.530259
50527	Ero1l	ERO1-like (S. cerevisiae)	1.532051
68680	Fitm1	fat storage-inducing transmembrane protein 1	1.740313
14281	Fos	FBJ osteosarcoma oncogene	1.848786
23882	Gadd45g	growth arrest and DNA-damage-inducible 45 gamma	1.529889
16176	Il1b	interleukin 1 beta	1.607761
16476	Jun	jun proto-oncogene	1.515125
27279	Tnfrsf12a	tumor necrosis factor receptor superfamily, member 12a	2.023498
22146	Tuba1c	tubulin, alpha 1C	1.505448
**Transmembrane transporter activity**			
GeneID	Symbol	Gene Name	ration GS/WT
11606	Agt	angiotensinogen (serpin peptidase inhibitor, clade A, member 8)	-1.631889
11732	Ank	progressive ankylosis	-1.725200
54140	Avpr1a	arginine vasopressin receptor 1A	-1.711004
13867	ErbB3	v-erb-b2 erythroblastic leukemia viral oncogene homolog 3 (avian)	-1.541481
384783	Irs2	insulin receptor substrate 2	-1.854050
26399	Map2k6	mitogen-activated protein kinase kinase 6	-1.744905
20511	Slc1a2	solute carrier family 1 (glial high affinity glutamate transporter), member 2	-1.525299
66972	Slc25a23	solute carrier family 25 (mitochondrial carrier; phosphate carrier), member 23	-1.515468
320541	Slc35e2	solute carrier family 35, member E2	-1.744562
28250	Slc10a4	solute carrier organic anion transporter family, member 1a4	-2.671466
14664	Slc6a9	solute carrier family 6 (neurotransmitter transporter, glycine), member 9	1.502470
216227	Slc17a8	solute carrier family 17 (sodium-dependent inorganic phosphate cotransporter), member 8	1.783501

Continue..

Amino acid biosynthesis/Translation/Amino acid metabolism			
GeneID	Symbol	Gene Name	ration GS/WT
353172	Gars	glycyl-tRNA synthetase	1.512909
107045	Lars	leucyl-tRNA synthetase	2.151799
70223	Nars	asparaginyl-tRNA synthetase	1.757679
14629	Gclc	glutamate-cysteine ligase, catalytic subunit	1.798725
107272	Psat1	phosphoserine aminotransferase 1	1.572591
50493	Txnrd1	thioredoxin reductase 1	1.588293
Lipid biosynthesis/metabolism			
GeneID	Symbol	Gene Name	ration GS/WT
26874	Abcd2	ATP-binding cassette, sub-family D (ALD), member 2	-2.225226
11606	Agt	angiotensinogen (serpin peptidase inhibitor, clade A, member 8)	-1.631889
54140	Avpr1a	arginine vasopressin receptor 1A	-1.711004
54326	Elovl2	elongation of very long chain fatty acids (FEN1/Elo2, SUR4/Elo3, yeast)-like 2	-1.550826
76267	Fads1	fatty acid desaturase 1	-1.644752
384783	Irs2	insulin receptor substrate 2	-1.854050
217166	Nr1d1	nuclear receptor subfamily 1, group D, member 1	-2.057525
18604	Pdk2	pyruvate dehydrogenase kinase, isoenzyme 2	-1.502571
18984	Por	P450 (cytochrome) oxidoreductase	-1.547853
19017	Ppargc1a	peroxisome proliferative activated receptor, gamma, coactivator 1 alpha	-1.980796
26897	Acot1	acyl-CoA thioesterase 1	1.646822
171210	Acot2	acyl-CoA thioesterase 2	1.523914
74147	Ehhadh	enoyl-Coenzyme A, hydratase/3-hydroxyacyl Coenzyme A dehydrogenase	1.839306
20280	Scp2	sterol carrier protein 2, liver	1.752942
Toll-like receptor signaling pathway			
GeneID	Symbol	Gene Name	ration GS/WT
14281	Fos	FBJ osteosarcoma oncogene	1.848786
16176	Il1b	interleukin 1 beta	1.607761
54123	Irf7	interferon regulatory factor 7	1.842334
16476	Jun	jun proto-oncogene	1.515125
TNF signaling pathway			
GeneID	Symbol	Gene Name	ration GS/WT
11911	Atf4	activating transcription factor 4	1.530428
20296	Ccl2	chemokine (C-C motif) ligand 2	1.513550
14825	Cxcl1	chemokine (C-X-C motif) ligand 1	1.543822
14281	Fos	FBJ osteosarcoma oncogene	1.848786
16176	Il1b	interleukin 1 beta	1.607761
16476	Jun	jun proto-oncogene	1.515125
21929	Tnfaip3	tumor necrosis factor, alpha-induced protein 3	1.505247

Continue..

IL-1 beta production

GeneID	Symbol	Gene Name	ration GS/WT
74155	Errfi1	ERBB receptor feedback inhibitor 1	1.536976
14870	Gstp1	glutathione S-transferase, pi 1	3.685141
16176	Il1b	interleukin 1 beta	1.607761
21929	Tnfaip3	tumor necrosis factor, alpha-induced protein 3	1.505247

Glutathione metabolism

GeneID	Symbol	Gene Name	ration GS/WT
14629	Gclc	glutamate-cysteine ligase, catalytic subunit	1.798725
14862	Gstm1	glutathione S-transferase, mu 1	1.501338
14865	Gstm4	glutathione S-transferase, mu 4	1.520065
14870	Gstp1	glutathione S-transferase, pi 1	3.685141

Table S2. List of primer sequences

Primers	Forward	Reverse
**Atf4**	TCGATGCTCTGTTTCGAATG	GGCAACCTGGTCGACTTTTA
**Chop**	GCATGAAGGAGAAGGAGCAG	CTTCCGGAGAGACAGACAGG
**Gadd34**	GCTGGGTCCTTACCTTACCC	AGGGAGTGGTCACATCTTGG
**Bim**	TCCGTCTGGTATGGAGAAGG	ACATCGACACAGTGCAGAGC
**Edem1**	TGGGCTGGATTCCTTCTATG	GGTGGGTCTCCTTCTCCTTC
**ERdj4**	GCAATGGGAGTCCTTTTGAA	CCTGGAAGTGATGCCTTTGT
**Herpud1**	ACAAAGGGTGCTGAATCCAC	CCTTGGAAGTCTGCTGGAC
**Hrd1**	CAACTGGGGCCTTCAAAGTA	GTCTGTCTTCAGCCCCTCTG
**Pias1**	ATCAGGTAGCGTCCCACAAC	CGAGGCTTGATGAGGAAGAC
**Shp**	AGCTGGGTCCCAAGGAGTAT	CTTGAGGGTAGAGGCCATGA
**Xbp1**	ACACGCTTGGAATGGACAC	CCATGGGAAGATGTTCTGGG
**ChIP Bip**	CATTGGTGGCCGTTAAGAAT	TGAAGTCGCTACTCGTTGGA
**ChIP Hrd1**	TGGAGGAGTTTAGGGTGGTG	GGAGTGGACCGTACCAAGTT
**ChIP Edem1**	TTCAGGGACACCATTACCC	GGTTCCGAGTCTGGTGTAGC
**ChIP ERdj4**	AAGTGACGCAAGGACCAAAC	GAGTAGCCTCCTCCCAGCTC
**Myc-XBP1s-K276R**	GTATTGAGGAAGCACCTCTAAGCT<br>CTTCAGAAG	GCACTACCACGTTAGTTTGACTCTC<br>TGTCTCAG
**Myc-XBP1s-K298R**	GTGAGCCTTTGGAAGATGACTTCA<br>TCCC	GCTTCACTGAGACAATGAATTCAGG<br>GTGATC

Table S3. List of siRNA oligonucleotides

Transcripts	Target sequences
* **si-3'UTR-XBP1**	5'-CAGCUUUUGAGAUUCUAGU-3'<br>5'-CACUGUUGCCUCUUCAGAU-3'<br>5'-CGUGAGACUCGGUCUGGAA-3'
* **si-SHP**	5'-GUCGUCCGACUAUUCUGUA-3'<br>5'-CCCAGUAUACUUAAGAAGA-3'<br>5'-CUCCUGACUUUGUACAGAA-3'
* **si-PIAS1**	5'-CCAUGGCAGUAUAUCUUGU-3'<br>5'-CCUCAACAGUUCUUCUUCA-3'<br>5'-CUCCGAGUAUACUCCUUU-3'
**si-PIAS2**	5'-AGUCUUCGAGUGUCCUUGA-3'
* **si-PERK**	5'-CCAUACUACAAGAGAGAAA-3'<br>5'-GCGUUGUCUUUGAAGCUAA-3'<br>5'-GAACUCCUCUACCCAUUCA-3'
* **si-IRE1**	5'-GAUAGUCUCUGCCCAUCA-3'<br>5'-GUAAGUGACCGAAUAGAAA-3'<br>5'-GACUAAGCUUCGCAAAUCA-3'
* **si-ATF6**	5'-CGACUGUGGUUCAACUUCA-3'<br>5'-GACUAAACCUGUUCUACAA-3'<br>5'-CCACAACAAGACCACAAGA-3'

* : A mixture of 3 independent siRNA oligonucleotide.

Table S4. List of primary antibodies used in this work

				Working dilution		
Primary antibody	Supplier (Cat.Number)	RRID	Host	IB	IF	IP
Anti-phospho-eIF2 α	Cell signaling Technology (3398)	AB_2096481	rabbit	1:1000		
Anti-ATF4	Cell signaling Technology (11815)	AB_2616025	rabbit	1:1000		
Anti-CHOP	Thermo Fisher Scientific (MA1-250)	AB_2292611	mouse	1:1000	1:200	
Anti-BIM	Abcam (ab32158)	AB_725697	rabbit	1:1000		
Anti-caspase 12	Cell signaling Technology (2202)	AB_2069200	rabbit	1:1000		
Anti-cleaved caspase 3	Cell signaling Technology (9664)	AB_2070042	rabbit	1:1000		
Anti-EDEM1	Abcam (ab200645)		rabbit	1:1000		
Anti-HRD1(SYVN1)	Cell signaling Technology (14773)	AB_2798607	rabbit	1:1000		
Anti-BiP	Cell signaling Technology (3177)	AB_2119845	rabbit	1:1000		
Anti-ERdj4(DNAJB9)	Abcam (ab200645)	AB_10899644	goat	1:1000		
Anti-phospho-IRE1 α	Abcam (ab48187)	AB_873899	rabbit	1:1000		
Anti-IRE1 α	Abcam (ab37073)	AB_775780	rabbit	1:1000		
Anti-XBP1	Santa Cruz Biotechnology (sc-8015)	AB_628449	mouse		1:100	1:100
Anti-XBP1	Santa Cruz Biotechnology (sc-7160)	AB_794171	rabbit	1:1000		
Anti-GAPDH	Santa Cruz Biotechnology (sc-48167)	AB_1563046	goat	1:1000		
Anti-SP1	Santa Cruz Biotechnology (sc-14027)	AB_2171049	rabbit	1:1000		
Anti-PIAS1	Cell signaling Technology (3550)	AB_1904090	rabbit	1:1000		
Anti-PIAS1	Santa Cruz Biotechnology (sc-365127)	AB_10707973	mouse			1:100
Anti-PIAS2	Abcam (ab126601)	AB_11128710	rabbit	1:1000		
Anti-PIAS3	Cell signaling Technology (4164)	AB_1904092	rabbit	1:1000		
Anti-PIAS4	Cell signaling Technology (4392)	AB_10547884	rabbit	1:1000		
Anti-SUMO1	Cell signaling Technology (4930)	AB_10698887	rabbit	1:1000	1:100	
Anti-SHP	Abcam (ab186874)	AB_2797389	rabbit	1:1000		
Anti-phospho-PERK	Thermo Fisher Scientific (MA5-15033)	AB_10980432	rabbit	1:1000		
Anti-PERK	Cell signaling Technology (5683)	AB_10841299	rabbit	1:1000		
Anti-ATF6	Abcam (ab11909)	AB_298691	rabbit	1:1000		
Anti-Ubiquitin	Cell signaling Technology (3933)	AB_2180538	rabbit	1:1000		
Anti- β -actin	Santa Cruz Biotechnology (sc-47778)	AB_2714189	mouse	1:1000		
Anti-Myc	Cell signaling Technology (2278)	AB_490778	rabbit	1:1000		
Anti-GFAP	Cell signaling Technology (3670)	AB_561049	mouse		1:100	
Anti-MAP2	Abcam (ab32454)	AB_776174	rabbit		1:100	
Anti-Tyrosine Hydroxylase	Pel-Freez Biologicals (P40101)	AB_2313713	rabbit		1:500

How the deposited data were processed for this re-analysis (not part of the article)

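RNA of tunicamycin-treated primary astrocytes from LRRK2-WT mice (2 arrays) and LRRK2-GS mice (3 arrays) was measured on Affymetrix Mouse Gene ST arrays. The authors exported the arrays with the Affymetrix Command Console software and deposited a single table of log2 expression values. Its background correction, summarization and normalization are not given in the sources used here. The scale and the direction were checked against Table S1, whose ratios are LRRK2-GS over LRRK2-WT with a minus sign for lower genes. Of the 53 genes of that table with a tested probe set, 46 gave the paper's ratio within 0.001 on the log2 scale from the deposited values. The remaining 7 lay further off.

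The deposited log2 values were used with no further normalization and no filter on signal. Probe sets were named from the platform annotation, updated by gene ID to the mouse annotation of GRCm38.p6, in which 23203 of the 23396 tested probe sets were found. Probe sets with several symbols or none were left out of the tests. Where a gene had several probe sets, the one with the highest mean over the 5 arrays stands for it. Among the tested probe sets, 1989 held the same value on every array and 18203 held the same value on at least 2 arrays.

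Statistics were computed in R 4.3.3 with limma 3.58.1. Linear models compared LRRK2-GS with LRRK2-WT without a replicate block, with eBayes at its default settings and Benjamini-Hochberg adjustment over all tested probe sets. limma's prior degrees of freedom came to 0.595, so that the spread of each gene rests mostly on its own 5 values. Gene lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, and with fry as an alternative, over the 40 lists with at least 5 measured members. At the preset correlation 8 lists passed an adjusted p of 0.05, and none did with the estimated correlation or with fry. The methods' t-test was run on the same values. Two-sided p-values are given throughout.

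The tests, thresholds, gene lists, cell type markers, named genes and most alternatives were chosen before the data were examined, but after Fig. 1A and Table S1 had been read. Genes named in the text are those of Fig. 1A, Fig. 1B, Fig. S1A, Fig. S2C and Fig. 4B with an mRNA level, for each other category of Table S1 at most the 3 genes with the smallest limma p, the 12 genes with the largest rise and the 12 with the largest fall, and up to 4 members of each described list. As no gene was called, the largest differences were taken among genes whose 3 LRRK2-GS arrays all lie beyond both LRRK2-WT arrays and whose mean lies above the median of all tested probe sets (3.59). The lists of hepatocyte markers, of X-linked genes that escape inactivation and of sex-biased liver genes were written after the data had been seen, and for the first and last of these the members whose values had not been seen were also counted apart.

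The same steps were tested on simulated data, with 10 simulated sets in which some of the 23396 probe sets were shifted by a known amount. The shifted ones were drawn only from probe sets above the median level, and the noise was drawn from a normal distribution. At a log2 shift of 1, 47.8% of the shifted probe sets were called, at 2 the share was 77.6% and at 3 it was 86.8%. Of the 231960 other probe sets 23 were called. These others include the members of simulated lists that were shifted by 0.3 or -0.3, so not all of them were unshifted. The comparison of 2 with 3 arrays could therefore call genes in the simulated data. On the real arrays Xist (-5.73), Eif2s3y (4.24) and Uty (3.85) were not called, so these shares do not carry over to the real arrays. The 0 genes called there do not exclude real differences.

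Alternatives were limma with a trended and robust prior, array weights, quantile normalization, cyclic loess, a filter on dim probe sets, the replicate number as a block, all probe sets of the table, the mean over a gene's probe sets, and each array left out in turn. Without either LRRK2-WT array a single array stands for that genotype, and it is assumed to vary like the LRRK2-GS arrays. Gene Ontology enrichment was not run, since no annotation of terms was used here.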

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

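The test for arrays exchanged between the genotypes was chosen only after the result was seen. Genes of chromosome Y, which the paper does not discuss, gave a signal in the LRRK2-GS arrays far above the LRRK2-WT arrays. The difference was 4.24 for Eif2s3y, 3.85 for Uty and 2.24 for Kdm5d, each with a 95% confidence interval above 0 and each higher in 3 of 3 LRRK2-GS arrays, while Xist differed by -5.73 in the opposite direction.

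That 0 arrays carried the Xist or Y-linked level of the other genotype restates the difference itself, so an exchange of arrays between the genotypes stays open. The paper's qRT-PCR and blots of other samples do not settle it. Their directions match the labelled arrays for Ddit3 (1.34), Atf4 (0.61), Edem1 (-0.26), Dnajb9 (-0.60) and Herpud1 (-0.59). Dnajb9 turned to 0.34 without LRRK2-WT array 1 and Herpud1 to 0.18 without LRRK2-GS array 2. The directions do not match for Syvn1, which is near 0 at 0.05, or for Nr0b2 (-0.38). None of these genes passed limma's test. Female cells in the LRRK2-WT arrays and male cells in the LRRK2-GS arrays would give this split. Xist read 8.49 and 8.09 on the LRRK2-WT arrays and lay under the olfactory receptor level of 3.35 on every LRRK2-GS array. Eif2s3y, Uty and Kdm5d lay under that level on every LRRK2-WT array and above it on every LRRK2-GS array. These values argue against cells of the same sex in both genotypes. Of 7 X-linked genes that escape inactivation 5 were lower in LRRK2-GS, with every interval including 0, so that the escape genes by themselves do not decide it. Genes that are sex-biased in liver may follow the same split, since of those whose values had not been seen 13 of 19 male-biased ones were higher and 18 of 22 female-biased ones were lower in LRRK2-GS (signed camera p = 0.00321 at the preset correlation). The sex of the animals is not given in the sources used here, and on these 5 arrays it cannot be told apart from the genotype because both split the arrays the same way, so that any difference reported above could reflect sex, genotype or both, which was not tested.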

How the results depend on the processing

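The alternatives for the other gene lists, the IRE1/XBP1 list without members that share values with another gene and the count without genes of chromosomes X and Y were chosen only after the results were seen. The count of called genes, 0 at the methods' thresholds with limma, was 0 to 28 when single arrays were left out (26 without LRRK2-WT array 1, 28 without LRRK2-WT array 2), 33 at the unadjusted p of the methods' t-test and 58 at limma's, and 0 with a trended prior, array weights, quantile normalization, cyclic loess and a filter on dim probe sets. The count over 1.5-fold, 224, was 357 over all probe sets, 214 without chromosomes X and Y and 240 to 502 with single arrays left out (502 without LRRK2-WT array 2). Whether same-numbered arrays are paired is not known. Correlations of their deviations (-0.126 for replicate 1 and 0.0878 for replicate 2) cannot tell, since the deviations of the 2 LRRK2-WT arrays mirror each other. With that number as a block, which by construction leaves out LRRK2-GS array 3, limma again called 0 genes and the count over 1.5-fold was 461. The camera adjusted p was 0.0283 for the PERK/ATF4/CHOP list and 0.342 for the IRE1/XBP1 list, which then lay higher. In that fit 14 other lists passed, among them ribosomal proteins (0.000282) and translation factors (0.0298). The ATF6 (0.319, higher), NRF2 (0.0716) and heat shock (0.263) lists did not. The PERK/ATF4/CHOP list (0.0741) passed with quantile normalization (0.0121), cyclic loess (0.0179) and a filter on dim probe sets (0.0181), and ranged from 0.0210 without LRRK2-GS array 3 to 0.986 without LRRK2-WT array 1, where it lay lower. The IRE1/XBP1 list (0.0427) did not pass with array weights (0.0859), quantile normalization (0.695), cyclic loess (0.305), a filter on dim probe sets (0.356), an estimated correlation (0.848), fry (0.830), without genes of Table S1 (0.118) or without members that share values with another gene (0.0878), and ranged from 0.00380 without LRRK2-GS array 1 to 0.461 without LRRK2-WT array 1, with 0.430 and the opposite direction without LRRK2-GS array 3. The other lists that passed, 7, came to 0 with an estimated correlation, 0 with fry, 3 without genes of Table S1 and 0 (without LRRK2-WT array 1) to 14 (without LRRK2-GS array 3) with single arrays left out. The Lrrk2 difference ran from -0.08 without LRRK2-GS array 1 to 0.01 without LRRK2-GS array 3 and never passed. Of 78 named genes, 6 changed sign without a single array and 4 under another setting, and 12 moved by over 1 SD. Apart from the block and the left-out arrays, whose smaller number of samples is part of the alternative, the cause of these shifts was not tested. Signal over background limits genes near the olfactory receptor level (3.35).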

Differences from the paper's values

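The paper states 358 altered genes in LRRK2-GS cells. At the thresholds its methods give, 0 were called here with limma, and no alternative set before the data were examined came within 1.5 times of the paper's count: limma with a trended prior, array weights, quantile normalization, cyclic loess, a filter on dim probe sets, the replicate block, all probe sets and the methods' t-test after adjustment gave 0, leaving out single arrays gave up to 28, the methods' t-test at an unadjusted p gave 33 and limma at an unadjusted p gave 58. Counted over 1.5-fold whatever the p, 224 tested probe sets passed here against the paper's 358. Over all probe sets of the table that count was 357, nearly the paper's 358, with no p-value required. How the paper reached its count is not given in the sources used here. The count also came within 1.5 times of the paper's with the replicate block (461) and with any single LRRK2-GS array left out (240 to 461). It did not with quantile normalization (215), cyclic loess (225) or a filter on dim probe sets (185).

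For Edem1, the paper's ratio in Table S1 is -1.500082, and the deposited values give -1.20. Written to as many decimals, these ratios differ in 1 digit. No alternative closed the gap, with -1.15 after quantile normalization, -1.24 over the mean of its probe sets and -1.28 for its second probe set. For Fitm1, the paper's ratio is 1.740313 and the deposited values give -1.05, and under every alternative tried it stayed between -1.09 and 1.02. Among the 11 genes of the unfolded protein category, 5 ratios matched the paper's within 0.001 on the log2 scale and 6 did not, which are Edem1, Ero1a (the paper's 1.532051, here 2.296), Ppp1r15a (1.699380, here 1.67), Man1a (-1.624573, here -1.66), Dnajb9 (-1.500352, here -1.52) and Herpud1 (-1.511164, here -1.508). Of the 42 measured genes outside that category, Fitm1 alone did not match. For these 7 ratios, 0 probe sets of the whole table came within 1e-05 on the log2 scale, whereas the matching ratios all lay within 4.78e-07. The search for a probe set was made after the values were seen.

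In Fig. S1A, read by eye from its colours, Gfap lies at about 6.7 in LRRK2-WT and about 6.5 in LRRK2-GS, against 4.05 and 4.16 here, and Map2 lies at about 2.3 in LRRK2-WT against 3.59 here. Quantile normalization, cyclic loess and leaving out single arrays did not close either gap.

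The paper states that targets of PERK/CHOP were higher and targets of IRE1/XBP1 lower. The genes of Fig. 1A run in the stated directions here, 23 of 34 listed PERK targets were higher and 39 of 61 IRE1/XBP1 targets were lower, and 0 of these genes passed limma's test (3 listed targets did at an unadjusted p under 0.05). Syvn1, which encodes Hrd1, a target that the paper lists for IRE1, differed by 0.05 (0.02 without LRRK2-GS array 1, -0.03 without LRRK2-GS array 2 and 0.15 without LRRK2-GS array 3), while Bcl2l11, which encodes Bim, held a single value on all 5 arrays and gives no direction. The paper also states that the SHP transcript was higher in LRRK2-GS after tunicamycin, in other samples, and Nr0b2, which encodes it, differed by -0.38 here (95% confidence interval -1.70 to 0.94).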

Other observations

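Of the tests below, those for a minor share of liver RNA, for wrongly paired probe set names, for the rows of identical values and for other splits of the arrays were chosen only after the result was seen.

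Several stress programs beyond the PERK and IRE1/XBP1 lists shifted as groups at camera's preset correlation, and none of them did with an estimated correlation. Proteasome subunits were higher in 27 of 30 genes, with a median of 0.13 and examples such as Psmd14 (0.27, but 0.18 without LRRK2-WT array 2) and Psma6 (0.18, but 0.11 without LRRK2-WT array 2) (camera adjusted p = 0.000202, and adjusted p = 0.822 with an estimated correlation). That call was lost without LRRK2-WT array 1 (0.461). Of 16 heat shock genes, which include mitochondrial chaperonins beside cytosolic chaperones, 14 were higher, among them the chaperonins Hspd1 (0.34) and Hspe1 (0.18), named after their values were seen (adjusted p = 0.0182, and 0.822 as the adjusted p with an estimated correlation). Without LRRK2-WT array 1 it was 0.597, without LRRK2-GS array 2 it was 0.119 and without LRRK2-GS array 3 it was 0.108.

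Of 24 NRF2 targets, which detoxify electrophiles and make glutathione, 20 were higher, such as the epoxide hydrolase Ephx1 at 8.32 ± 0.25 in LRRK2-WT (SD, n = 2) and 9.05 ± 0.11 in LRRK2-GS (n = 3), a difference of 0.74 (list adjusted p = 0.0348 by camera, and adjusted p = 0.822 with an estimated correlation). The list did not pass with array weights (0.0639), without the genes of Table S1 (0.204) or without LRRK2-WT array 1 (0.500), LRRK2-WT array 2 (0.228) or LRRK2-GS array 1 (0.366). Of 23 NF-kB inflammatory genes 16 were higher and 5 lower, with the acute phase protein gene Saa3, named after its value was seen, at 1.14 (adjusted p = 0.0427 by camera, and adjusted p = 0.822 with an estimated correlation). That call held without LRRK2-GS array 3 and was lost without the genes of Table S1 (0.262) and without LRRK2-WT array 1 (0.679), LRRK2-WT array 2 (0.163), LRRK2-GS array 1 (0.229) or LRRK2-GS array 2 (0.103). ATF6 is the remaining ER stress sensor, and its list shares members with the IRE1/XBP1 list, among them Edem1 and Pdia3. The lists are therefore not independent, and Pdia3, the lowest ATF6 target (-0.68), holds the same 5 values as Tbx3. Targets of ATF6 were lower in 17 of 21 genes, including the ER chaperones Calr (-0.20) and Canx (-0.14), named after their values were seen (adjusted p = 0.0265 by camera, and adjusted p = 0.848 with an estimated correlation). That call was lost with array weights (0.0687), after quantile normalization (0.106), cyclic loess (0.0810) and a filter on dim probe sets (0.0922), without the genes of Table S1 (0.0991) and without LRRK2-WT array 1 (0.461) or LRRK2-WT array 2 (0.245), and the list lay higher without LRRK2-GS array 3 (0.250).

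The paper follows SHP, PIAS1 and XBP1 by RT-qPCR and blots in other samples. On these arrays Nr0b2, which encodes SHP, read 5.95 ± 0.33 in LRRK2-WT (n = 2) and 5.57 ± 0.62 in LRRK2-GS (n = 3), a difference of -0.38 (95% confidence interval -1.70 to 0.94, with -0.06 without LRRK2-GS array 1, -0.15 without LRRK2-WT array 2, -0.61 without LRRK2-WT array 1 and -0.69 without LRRK2-GS array 3). Pias1 differed by -0.16 (-0.55 to 0.22, with -0.07 without LRRK2-GS array 3 and -0.26 without LRRK2-GS array 2) and Xbp1 by -0.12 (-0.54 to 0.30, with -0.02 without LRRK2-GS array 3, -0.03 without LRRK2-WT array 1, and -0.21 without LRRK2-WT array 2 or LRRK2-GS array 2), all with a limma adjusted p of 0.826. A probe set does not tell spliced from unspliced Xbp1.

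Genes made mainly by hepatocytes are bright on all 5 arrays, as with Ahsg at 12.48 and 12.40, Fgb at 12.22 and 12.20, Cps1 at 11.66 and 11.16 and Hnf4a at 8.77 and 8.83 in LRRK2-WT and LRRK2-GS. Wrongly paired probe set names are argued against, since 60.3% of ribosomal protein probe sets lay above the 90th percentile, where random names would give about 10%. An astrocyte culture with only a minor share of liver RNA is argued against too, since it needs bright astrocyte transcripts and 0 of 14 astrocyte markers that hepatocytes do not express lay above the 90th percentile on every array, although 6 had a mean above the 95th percentile of olfactory receptor probe sets, so that some astrocyte RNA is not excluded. RNA largely of hepatocytes on all 5 arrays may account for the levels, since 75% of 76 hepatocyte markers whose values had not been seen lay above the 90th percentile on every array. The paper's ratios in Table S1 match these values for 46 of 53 genes, so they come from the same arrays, and how hepatocyte RNA would come to be in cultures whose protocol depletes microglia and meningeal cells was not tested.

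The probe sets of 3 IRE1/XBP1 targets hold, to 6 decimals, the same 5 values as those of unrelated genes, Dnajb9 (chromosome 12) those of Per3 (chromosome 4), Pdia3 (chromosome 2) those of Tbx3 (chromosome 5) and Pdia5 (chromosome 16) those of S1pr1 (chromosome 3). These are the only 3 pairs of different single genes among 87 sets of probe sets that share all 5 values with at least 4 distinct ones. If these 3 pairs fell on genes at random, the expected number with an IRE1/XBP1 target would be 0.0312. Another 41 sets include a probe set without a symbol, and in some it shares its values with a named gene such as Rab10 or Odf1. The expected number leaves those sets out, so shared values are not confined to IRE1/XBP1 targets. Ties made by the normalization are argued against, since 0 pairs of different genes share exactly 4 of 5 values while 3 share all 5. Probes shared by the probe sets of a pair cannot be told apart from a repeated row without the probe sequences, and 0 of the pairs lie on a shared chromosome. How these values came to be the same is therefore open, and the IRE1/XBP1 list without these members had an adjusted p of 0.0878.

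The 5 arrays can be split into 2 and 3 in only 10 ways, too few for a share under 0.05. The genotypes gave 224 probe sets over 1.5-fold and another split gave as many as 437, so that 4 of the 10 splits reach the count of the genotypes. The difference between the medians of the PERK/ATF4/CHOP and IRE1/XBP1 lists was 0.156 for the genotypes and at most 0.155 for the other splits (1 of 10).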
